# The RNA-Binding Protein HuD Regulates Alternative Splicing and Alternative Polyadenylation in the Mouse Neocortex

**DOI:** 10.3390/molecules26102836

**Published:** 2021-05-11

**Authors:** Rebecca M. Sena, Jeffery L. Twiss, Amy S. Gardiner, Michela Dell’Orco, David N. Linsenbardt, Nora I. Perrone-Bizzozero

**Keywords:** HuD, *Elavl4* KO, alternative splicing, alternative polyadenylation, neocortex

## Abstract

The neuronal Hu/ELAV-like proteins HuB, HuC and HuD are a class of RNA-binding proteins that are crucial for proper development and maintenance of the nervous system. These proteins bind to AU-rich elements (AREs) in the untranslated regions (3′-UTRs) of target mRNAs regulating mRNA stability, transport and translation. In addition to these cytoplasmic functions, Hu proteins have been implicated in alternative splicing and alternative polyadenylation in the nucleus. The purpose of this study was to identify transcriptome-wide effects of HuD deletion on both of these nuclear events using RNA sequencing data obtained from the neocortex of *Elavl4^–/–^* (HuD KO) mice. HuD KO affected alternative splicing of 310 genes, including 17 validated HuD targets such as *Cbx3, Cspp1, Snap25* and *Gria2*. In addition, deletion of HuD affected polyadenylation of 53 genes, with the majority of significantly altered mRNAs shifting towards usage of proximal polyadenylation signals (PAS), resulting in shorter 3′-UTRs. None of these genes overlapped with those showing alternative splicing events. Overall, HuD KO had a greater effect on alternative splicing than polyadenylation, with many of the affected genes implicated in several neuronal functions and neuropsychiatric disorders.

## 1. Introduction

RNA-binding proteins (RBPs) serve important functions in the co-transcriptional and post-transcriptional control of gene expression [1,2]. In particular, RBPs play a prominent role in alternative splicing and alternative polyadenylation in the nucleus and in mRNA stabilization, transport and localization in the cytoplasm. 

It has been estimated that 92–95% of human genes undergo alternative splicing to produce multiple protein isoforms from one gene [3,4]. These events occur at the highest frequencies in the brain, with neuron development and function particularly impacted [5]. Alternatively spliced proteins are involved in synaptogenesis, neuronal migration, axon guidance and synaptic transmission and plasticity, all of which have been linked to RBP control in the brain [6]. Neurodegenerative, neurodevelopmental and neuropsychiatric disorders have also been associated with alternative splicing [7,8,9]. Therefore, alternative splicing must be tightly regulated in the nervous system.

The function of mRNAs is also greatly influenced by the 3′-untranslated region (UTR). The length of the 3′-UTR is determined by the selection of a poly(A) site (PAS), and approximately 70% of known human genes have multiple PAS [10]. In the brain, a large proportion of mRNA diversity is attributed to polyadenylation, and a large number of transcripts in the nervous system possess longer 3′-UTRs [11,12,13]. These longer 3′-UTR isoforms mediate mRNA localization to dendrites and axons and can also be subjected to RBP and microRNA-mediated decay in the cell [12]. For example, alternative polyadenylation of the *Bdnf* mRNA regulates translation of the BDNF protein in response to neuronal activity [14]. It has been reported that *Bdnf’s* short 3′-UTR isoforms are restricted to soma, while long 3′-UTR isoforms localize to dendrites [15]. Thus, alternative polyadenylation is an important regulator of mRNA diversity and function in the nervous system.

The Hu proteins HuR, HuB, HuC and HuD constitute a family of RBPs that are mammalian homologs of *Drosophila* ELAV [16,17]. While HuR is ubiquitously expressed, HuB, HuC and HuD, also called neuronal ELAV-like proteins (nELAVs), are expressed primarily in neurons and required for neuronal development, maturation and synaptic plasticity [18,19,20]. Hu proteins are also known to stabilize mRNAs by binding to AU-rich elements (AREs) in the 3′-UTR and poly(A) tails [21,22,23]. 

Nuclear ELAV has been shown to coregulate alternative splicing and polyadenylation in the *Dscam1*, *ewg,* and *fne* genes [24,25,26,27]. In addition, HuB, HuC and HuD have been implicated in the regulation of alternative splicing and alternative polyadenylation in neurons [28]. Specifically, nELAVs promote neuronal calcitonin gene regulatory peptide (CGRP) expression by blocking inclusion of the calcitonin exon in pre-mRNA [29]. Hu proteins can also bind to the proximal PAS of this gene to shift towards distal PAS usage [30]. Furthermore, nELAVs drive the production of short protein isoforms of neurofibromatosis type 1 (NF1) through exclusion of exon 23a [31]. The mechanism by which these RBPs control alternative splicing is mediated by an RNA-dependent increase in localized histone hyperacetylation [32]. 

The role of Hu proteins in nuclear and cytoplasmic events has been previously examined using high-throughput crosslinking as well as HuC/HuD double KO mice [33,34]. However, no studies have directly tested the contributions of HuD in alternative splicing and polyadenylation at a transcriptome-wide level. Therefore, we sought to examine the effects of HuD deletion on these processes in the neocortex of adult *Elavl4^–/–^* (HuD KO) mice. 

## 2. Results

### 2.1. Alternative Splicing of Transcripts in HuD KO Cortex

There are several forms of alternative splicing mechanisms, including exon skipping, use of mutually exclusive exons, alternative 5′ or 3′ splice sites and intron retention. Each of these events can result in mRNA isoforms with different exons from the same gene or intron-including isoforms of the same gene. Differential splicing events in cortical tissue of HuD KO vs. wildtype (control) littermates were analyzed using the rMATS software. 

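Gene expression was read from the FPKM tables that accompany the RNA-seq libraries, made from the cortices of 3 control and 3 HuD KO male mice, 3 to 4 months old. FPKM is the number of fragments of a gene, scaled by the length of its transcript and by the number of mapped fragments in the library. The authors aligned trimmed reads to the mouse genome (mm10) with STAR 2.7.3a, and the program that computed FPKM is not given in the sources used here. HuD KO mice carry a targeted *Elavl4* allele, the gene that encodes HuD, and controls are wildtype littermates. The tables list 13299 genes, and in each of them at least 1 genotype had a mean of 0.5 FPKM or more. They hold no counts, so the depth of each library is unknown, and neither counting intervals nor detection limits can be given. The comparison was HuD KO replicates 1 and 3 against control replicates 1, 2 and 3, the libraries that the paper kept after excluding HuD KO replicate 2. Each comparison was also run over all 6 libraries. FPKM was transformed as log2(FPKM + 1), and the 13121 genes with a mean of at least 0.5 FPKM over the 5 libraries were tested with limma (linear model, moderated variances with a trend on the mean). P-values were adjusted by the Benjamini-Hochberg method, and an adjusted p under 0.05 was the threshold. A log2 fold change is the HuD KO mean minus the control mean of log2(FPKM + 1), so genes of low FPKM have smaller log2 fold changes than their FPKM ratios. The median standard error of a log2 fold change was 0.12. Files of exon inclusion or of 3′-UTR usage were not analysed here, so the values are levels of whole genes and do not separate isoforms.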

As shown in Figure 1A, 310 significant splicing events were identified. Exon skipping represented the largest proportion of alternative splicing between groups at 77.74%, while both intron retention and mutually exclusive exons represented 3.55% (Figure 1B). Complete rMATS output for all five alternative splicing events including all the statistical analyses of the data from replicate samples of the two genotypes is shown in Tables S1–S5. Events with read coverage ≥ 5 (i.e., aligned reads counts greater than 5), ∣Δψ∣ > 5% (change in splicing greater than 5%) and FDR < 0.05 were considered significant (Figure 1A).

Differences in exon or intron inclusion levels between the two mouse genotypes are represented as follows: positive inclusion levels equal greater inclusion in KOs and negative inclusion levels equal decreased inclusion (more exclusion) in KOs. Altogether, we found 144 statistically significant alternative splicing events with increased inclusion levels in KOs and 166 events with decreased inclusion levels in KOs (Figure 1C). Specifically, transcripts from 114 genes exhibited increased exon inclusion in KOs, also indicating a decrease in exon skipping events. Exon inclusion levels in mRNAs from 127 genes were decreased in the KOs, indicating an increase in exon skipping events. 

Ingenuity Pathway Analysis (IPA) software was used to determine the biological systems impacted by differential splicing events in HuD KOs (Figure 1D,E). The most affected biological pathways concerned cell death and survival, neurological disease, organismal injury and abnormalities, and nervous system development and function (Figure 1D). Examples of major neuronal functions associated with those categories include loss (*p*-value = 0.0273) and viability (*p* = 0.00204) of neurons and synaptic transmission of nervous tissue and pyramidal neurons (*p* = 0.0152 and *p* = 0.0406, respectively) (Figure 1E). 

Since HuD KO was found to have the largest effect on exon skipping, we examined these events in more detail. To identify exons involved in each event, rMATS and Maser outputs were used to determine chromosomal locations of exon start sites in Integrative Genomics Viewer (IGV; Broad Institute, Cambridge, MA, USA). Alternative splicing was then visualized using the rmats2sashimiplot software. Not surprisingly, the exon skipping event with the greatest inclusion level difference occurred in exon 2 of the *Elavl4* gene itself, which is the exon deleted in HuD KO mice. While control mice had 100% inclusion of exon 2 (Figure 2A), HuD KO cortex exhibited 0% inclusion, and reads were shifted to the intron immediately following the exon (Figure 2B). The inclusion levels and statistical analysis of this and other significantly skipped exons are shown in Table S3.

Other genes where exon skipping was greatly impacted by HuD KO were *Ap4e1* and *Rapgef4*. In this case, both genes were found to have a positive inclusion level difference, indicating that skipping of exon 10 in *Ap4e1* and exon 7 in *Rapgef4* occurs less frequently in KOs than in controls (Figure 2C,D). Alternative splicing of *Ap4e1* at exon 10 has not been reported before, so this may be a novel isoform. The gene encodes the AP-4 complex subunit epsilon-1, which is involved in intracellular trafficking and sorting of AMPA receptors to axons [35]. *Rapgef4* encodes the exchange protein directly activated by cAMP 2 (Epac2), which has been shown to regulate the release of excitatory neurotransmitters [36]. Alternative splicing of exon 7 in *Rapgef4* has been reported previously, with Epac2A being the major splice variant expressed in the brain [37]. 

Although HuD KO significantly affected alternative splicing of several genes, it was unclear whether this was a direct effect of HuD or a result of indirect compensatory mechanisms in the KO mice. To identify genes that were directly affected by KO of this protein, we focused only on transcripts that had been shown to directly bind to HuD by RNA immunoprecipitation (RIP) assays. Significant splicing events were then compared with our previously identified 738 HuD targets (Table S6). These included common HuD targets from RIP-Chip and GST-HuD pulldowns of mouse forebrain [38] and RIP-seq from mouse striatum (Gardiner et al., manuscript in preparation). Comparison of this list with significant rMATS events (Tables S1–S5) identified 17 genes with transcripts known to bind to HuD that also displayed alternative splicing changes: *Cspp1, Whsc1l1, Atp2c1, Whsc1l1, Ap3s1, Cbx3, Sbno1, Per3, Gria2, Atp2c1, Derl2, Ttc3, Clint1, Ube2w, Ube2w, Snap25, Stau2, Snap23, Ptpn12, Dram2, Ube2w* and *Cbx3*. Multiple alternative splicing events were found in some of these genes (*Atp2c1, Cbx3, Ube2w* and *Whsc1l1*), and the majority of events were found to be exon skipping (Figure 3A). 

The gene that exhibited the greatest inclusion level difference (41.3%) in KOs relative to controls was Cbx3, which encodes chromobox 3 (CBX3), a protein involved in transcriptional repression through the binding of histone H3 tails at methylated sites [39]. The highest inclusion level difference occurred at exon 3. However, we found that the downstream exon for this event was exon 5, indicating that exon 4 is coregulated with exon 3 (Figure 3B). In contrast, the overall read counts of exon 3 were greater in control mice (Figure 3B), stressing the importance of using appropriate methods for identifying alternative splicing events instead of individual exon reads. The lowest inclusion level difference in KOs relative to controls (−39.1%) was found in *Cspp1.* This gene encodes the centrosome and spindle pole associated protein 1 (CSPP1), which functions in spindle organization and is required for primary cilia formation [40,41]. Primary cilia are known to be critical for neuronal development [42]. Alternative splicing of exon 17 has been documented in *Cspp1*, resulting in a long isoform that is more physiologically relevant during mitosis [43]. In contrast, we found an exon skipping event at exon 12, which is excluded more frequently in HuD KOs than in controls (Figure 3C). In this case, read coverage also indicated greater number of reads in controls relative to KOs.

From the 17 genes with mRNAs that were alternatively spliced and targeted by HuD, splicing has been shown to functionally impact two genes, *Snap25* and *Gria2*, which encode proteins primarily involved in synaptic transmission and plasticity. In HuD KO cortices, there was a significant increase in *Snap25* exon 5 inclusion (Figure 4A). 

Furthermore, there are two *Snap25* exon 5 isoforms: exon 5a and exon 5b (Figure 4B). SNAP-25 a and b isoforms differ in their ability to promote vesicle priming and release, with the SNAP-25b isoform primarily expressed in mature neurons [44,45]. In this mRNA, skipping of exon 5b was decreased in HuD KOs compared to controls (Figure 4C). Although the overall reduction of this exon was 8%, since we used bulk RNA-seq for the analyses, it is possible that only a low percentage of neurons was affected by this change.

For *Gria2,* inclusion of exon 14 was decreased in HuD KOs, indicating exon skipping occurred more frequently in these mice (Figure 4D). This gene encodes the glutamate receptor 2 (GluR2) protein, an AMPA receptor subunit involved in excitatory neurotransmission [46]. Alternative splicing is known to occur between exons 14 and 15, which are specified as “flip” and “flop” exons (Figure 4E). GRIA2 subunits with inclusion of exon 14 are considered the “flop” isoforms, while those with inclusion of exon 15 constitute the “flip” isoforms [47]. Visualization of exons 14 and 15 showed lower read coverage in HuD KOs at exon 14 compared to controls, indicating that KOs contained decreased levels of *Gria2* flop isoforms (Figure 4F). In contrast, there were no changes in alternative splicing at exon 15. Given that the flop GRIA2 shows more rapid AMPA channel opening and faster glutamate desensitization than flip GRIA2 [48,49], our data suggest that HuD may be important in regulating sensitivity of this glutamate receptor through alternative splicing. 

Finally, as shown in Tables S1–S5, none of the alternative splicing differences in HuD KOs resulted in alterations in the overall expression of these genes, including *Ap4e1*, *Rapgef4*, *Cbx3*, *Cspp1*, *Snap25* and *Gria2* (Figure 5). In comparison to this set, 432 genes exhibited significant differences in mRNA levels in HuD KOs (Table S7).

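*Ap4e1* encodes a subunit of the AP-4 adaptor complex of vesicle transport, and its mRNA was at 1.38 ± 0.248 FPKM (SD, n = 3) in controls and 1.26 ± 0.157 FPKM (SD, n = 2) in HuD KOs. *Rapgef4*, which encodes the cAMP-regulated exchange factor EPAC2, was at 59.6 ± 8.61 FPKM (SD, n = 3) in controls and 69.8 ± 7.11 FPKM (SD, n = 2) in HuD KOs. *Cbx3*, which encodes the heterochromatin protein HP1γ, was at 20.3 ± 0.44 FPKM in controls and 19.8 ± 0.773 FPKM in HuD KOs. *Snap25*, which encodes a SNARE protein of synaptic vesicle fusion, was at 369.9 ± 85.4 FPKM in controls, where replicate 3 had 271.4 FPKM, and at 374.9 ± 20.9 FPKM in HuD KOs. *Gria2*, which encodes an AMPA receptor subunit, was at 49.2 ± 0.95 FPKM in controls and 48.9 ± 0.642 FPKM in HuD KOs. *Cspp1*, which encodes a centrosome and spindle pole protein, was at 1.93 ± 0.416 FPKM in controls and 1.59 ± 0.109 FPKM in HuD KOs. None of these 6 genes passed the test, and *Gria2* had the highest adjusted p among them, 0.996 in limma, beside 0.995 for the other 5. The log2 fold change of *Ap4e1* (chromosome 2, 127008717 to 127067909 in mm10) was -0.07 (95% interval -0.39 to 0.25). That of *Rapgef4* (chromosome 2, 71981240 to 72257474) was 0.23 (-0.13 to 0.59), and that of *Cbx3* (chromosome 6, 51470360 to 51483704) was -0.03 (-0.22 to 0.15). For *Cspp1* (chromosome 1, 10037987 to 10136768) it was -0.17 (-0.52 to 0.18), and for *Snap25* (chromosome 2, 136713453 to 136782428) it was 0.05 (-0.48 to 0.57). *Gria2* (chromosome 3, 80681450 to 80802835) had -0.01 (-0.17 to 0.16), and in the excluded HuD KO replicate 2 it was at 31.6 FPKM. With 1 library left out, the log2 fold change of *Rapgef4* ranged from 0.11 (without control replicate 3; 0.13 without HuD KO replicate 1) to 0.33 (without HuD KO replicate 3), that of *Cspp1* from -0.24 to -0.06 (without control replicates 2 and 1) and that of *Snap25* from -0.16 to 0.16 (without control replicates 3 and 1). That of *Ap4e1* ranged from -0.16 (without control replicate 2) to 0.00058 (without HuD KO replicate 3), and that of *Cbx3* from -0.07 to 0.0029 (without HuD KO replicates 3 and 1).
Tables S1–S5 name 285 genes, of which 278 were found among the genes tested, 8 of them under an older symbol. One of them, *Elavl4*, passed the test, both over all genes and when adjusted over the list alone. The study chose this list on the same libraries, so its direction is not independent evidence. Among the 13121 genes tested, 450 were at an unadjusted p under 0.05, fewer than the 656 that would pass by chance. Of the 278 spliced genes 11 were, 7 higher and 4 lower in HuD KOs, where 13.9 would pass by chance. Besides *Elavl4* these were led by *Zfpm2*, which encodes a cofactor of GATA transcription factors (log2 fold change 0.53), *Psd2*, which encodes an exchange factor for ARF6 (-0.35), and *Raly*, which encodes an RNA-binding protein (0.42). The 95% interval of the log2 fold change lay between -1 and 1 for 266 of the 278 genes, and within 0.5 of 0 for 207. *Xiap*, which encodes an inhibitor of caspases, had the highest log2 fold change of the 278, 1.08, with an interval that reached 2.14. Over the 5 libraries most of it came from HuD KO replicate 3, at 12.3 FPKM, beside 3.68 in HuD KO replicate 1 and 2.28 to 3.19 in controls. The excluded HuD KO replicate 2 was at 6.64 FPKM, so every HuD KO library was above all controls. With all 6 libraries the log2 fold change of *Xiap* was 1.06 (adjusted p = 0.871 in limma). Of the 17 spliced genes that are HuD targets, none passed the test in limma and none was at an unadjusted p under 0.05. Their log2 fold changes included 0.24 for the clock gene *Per3*, -0.22 for *Derl2*, which encodes a protein of endoplasmic reticulum degradation, and 0.10 for *Stau2*, which encodes a double-stranded RNA-binding protein. Over 6 libraries these were 0.40, -0.33 and -0.06, *Derl2* was the only 1 of the 17 at an unadjusted p under 0.05, and the median of the 17 was -0.11, beside -0.03 over 5 libraries.

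**Figure D1:**
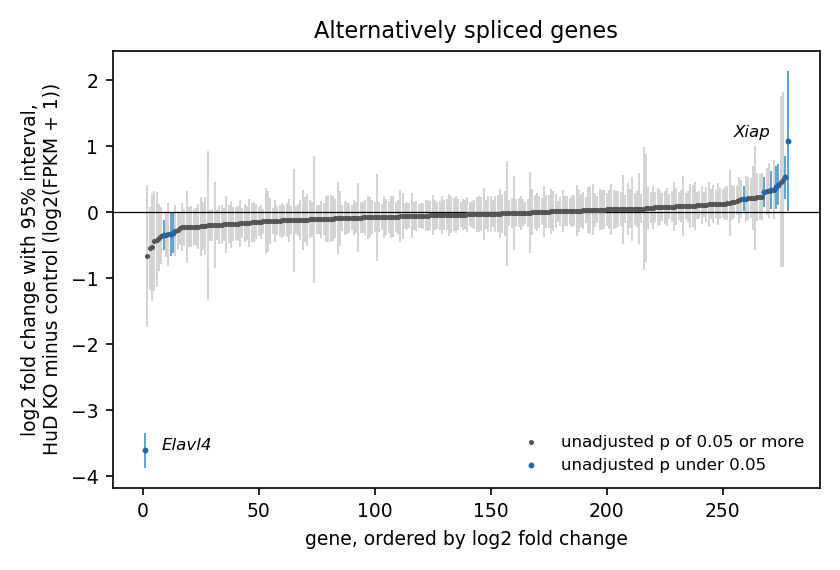
Log2 fold change of log2(FPKM + 1), HuD KO minus control, with its 95% interval, for the 278 alternatively spliced genes in ascending order. Blue marks an unadjusted p under 0.05. *Elavl4* lies alone at -3.61, and *Xiap* is at the upper end at 1.08.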

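*Cacna2d1* mRNA, which encodes the α2δ-1 subunit of voltage-gated calcium channels, fell by 1.38 on the log2 scale, from 27.5 ± 0.164 FPKM (SD, n = 3) in controls to 10.0 ± 1.39 FPKM (SD, n = 2) in HuD KOs. *Ube2v1*, which encodes a partner of the ubiquitin-conjugating enzyme UBC13, was at 9.65 ± 1.44 FPKM in controls and 37.4 ± 4.51 FPKM in HuD KOs, a log2 fold change of 1.85. *Gm20431*, a gene model that overlaps *Ube2v1* over 24246 of its 24458 bases, was at 31.9 ± 4.7 FPKM in controls and is listed at 0 in every HuD KO library. The FPKM of both models summed to 41.6 ± 3.43 (SD, n = 3) in controls and 36.0 ± 3.96 (SD, n = 3) in HuD KOs, and FPKM does not show how reads were assigned between the models. *Cbfa2t2*, which encodes a transcriptional corepressor, rose from 1.28 ± 0.162 FPKM to 5.54 ± 0.368 FPKM, and *Arl5b*, which encodes a small GTPase of the Golgi, rose from 0.283 ± 0.0884 FPKM to 2.61 ± 0.142 FPKM.
With *Elavl4*, these were the 6 genes that passed an adjusted p under 0.05 in limma, 3 higher and 3 lower in HuD KOs. *Cacna2d1* (chromosome 5, 15934691 to 16374511) had a standard error of 0.10 and an adjusted p of 0.0398. *Ube2v1* (chromosome 2, 167607638 to 167632095) had a standard error of 0.14 and an adjusted p of 0.0488, and *Gm20431* (167607850 to 167661496) had an adjusted p of 0.000687. *Cbfa2t2* (chromosome 2, 154436481 to 154539356) and *Arl5b* (chromosome 2, 15049395 to 15082456) had log2 fold changes of 1.52 and 1.49, each with a standard error of 0.11 and an adjusted p of 0.0398. In a two-sided exact permutation test, each of these 5 genes had p = 0.2 over the 5 libraries, the smallest p that 3 libraries against 2 allow. Over all 6 libraries, *Gm20431*, *Elavl4*, *Ube2v1* and *Cacna2d1* passed (adjusted p of *Cacna2d1* 0.0234, of *Ube2v1* 0.0139). In HuD KO replicate 2, *Cbfa2t2* was at 1.23 FPKM and *Arl5b* at 0.254 FPKM, within the range of the controls, and neither passed over 6 libraries (adjusted p = 0.871). *Elavl4* and *Gm20431* also passed when any 1 of the 5 libraries was left out, and the other 4 did not pass without control replicate 1 or 2 or without HuD KO replicate 1 or 3. The count of genes passing was then 2 without control replicate 1, 6 without control replicate 2, 11 without control replicate 3, 2 without HuD KO replicate 1 and 5 without HuD KO replicate 3.
At an unadjusted p under 0.05, the threshold given for Table S7, there were 450 genes, 213 higher and 237 lower, where 656 of the 13121 tested would pass by chance. Without control replicate 3 there were 816 such genes, and without HuD KO replicate 1 there were 281. Genes that did not pass the adjusted threshold but had the smallest p on the higher side included *Aasdhppt*, which encodes a phosphopantetheinyl transferase (log2 fold change 1.07, adjusted p = 0.0661), and *Zbtb18*, which encodes a transcriptional repressor of cortical development (0.80, adjusted p = 0.122). *Tcf4*, which encodes a basic helix-loop-helix transcription factor, had 1.25 (adjusted p = 0.141), *Ldb2*, which encodes a cofactor of LIM-domain proteins, had 0.57, and *Slc7a4*, of the cationic amino acid transporter family, had 0.57. On that side, *Gm20075* had 0.58, *Ccdc12* 0.53 and *Zfpm1*, which encodes a GATA cofactor, 0.71. On the lower side, *Lrrc8d*, which encodes a subunit of volume-regulated anion channels, had -1.24 (adjusted p = 0.0661), *Agpat1*, which encodes an enzyme of phosphatidic acid synthesis, had -0.76, and *Ankrd34b* had -1.12. *Aen*, which encodes a nuclease of the p53 response, had -0.84, *Icmt*, which encodes the isoprenylcysteine methyltransferase, had -0.80, and *Alkbh4*, *Ndor1*, *Gm42878* and *Tceanc2* had -0.65, -0.57, -0.95 and -0.65. HuD KO replicate 2 was below all controls for *Zbtb18* (24.1 FPKM), *Ldb2* (9.39) and *Tle4* (10.7), and over 6 libraries their log2 fold changes were 0.25, 0.15 and 0.30. Over 6 libraries *Agpat1* had -0.47 and *Gm42878* -0.59, with HuD KO replicate 2 at 32.8 and 3.02 FPKM. On simulated data with 5 libraries, this test passed 19.2% of genes changed by 0.5 on the log2 scale and 87.2% of those changed by 1, over 13121 genes. The simulation changed 200 genes per run, all above a floor of expression, with independent noise. So many changes ease the adjusted threshold. In the real data some genes changed by over 1, such as *Aasdhppt*, *Tcf4*, *Lrrc8d* and *Ankrd34b*, did not pass, so these shares are not the power of the test here.

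**Figure D2:**
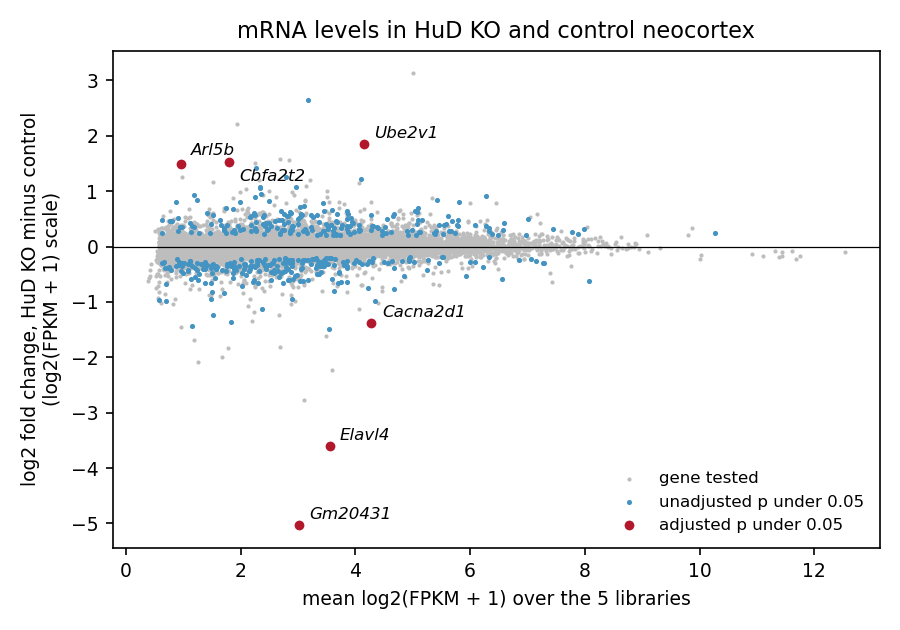
Log2 fold change (HuD KO minus control) of each of the 13121 genes tested against its mean log2(FPKM + 1) over the 5 libraries. Red marks the 6 genes at an adjusted p under 0.05, from *Elavl4* at -3.61 and *Gm20431*, which is listed at 0 in HuD KOs, to *Ube2v1* at 1.85, and blue marks an unadjusted p under 0.05.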

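Markers of meningeal fibroblasts, the cells of the membranes around the brain, were lower as a group in HuD KOs, with all 14 measured members lower and a median log2 fold change of -0.41 (adjusted p = 1.95e-11 in limma's camera with a preset correlation of 0.01 between genes, and adjusted p = 0.653 with an estimated correlation). *Slc22a6*, which encodes an organic anion transporter, was at 2.28, 2.24 and 2.43 FPKM in controls and 1.51 and 1.49 FPKM in HuD KOs, and *Aebp1*, which encodes an extracellular matrix protein, was at 6.03, 6.15 and 7.26 FPKM and at 4.14 and 4.64 FPKM. Markers of deep layer cortical neurons were higher (12 of 14, median 0.36, adjusted p = 1.72e-05, and adjusted p = 0.653 with an estimated correlation), among them the corepressor gene *Tle4* (log2 fold change 0.50) and *Fezf2*, which specifies subcortical projection neurons (0.66). Oligodendrocyte and myelin markers were higher (16 of 16, median 0.13, adjusted p = 1.72e-05, and adjusted p = 0.661 with an estimated correlation), with 0.46 for *Opalin* and 0.34 for *Ermn*, both genes of myelinating cells. The estimated correlation between these markers was 0.54, so they did not vary independently. Over 6 libraries 11 of them were higher and 5 lower, and 0 were at an unadjusted p under 0.05 in limma. Excitatory neuron markers were higher (9 of 11, median 0.30, adjusted p = 0.000148, and adjusted p = 0.653 with an estimated correlation), with 0.91 for *Nrn1*, which encodes neuritin, and 0.84 for the transcription factor gene *Neurod6*. In control replicate 3, where neuropeptide mRNAs such as *Pmch* were high, the median of the excitatory neuron markers was -0.50 relative to the mean of the 5 other libraries. Of this list, *Baiap2* is one of the genes that the study reports with alternative polyadenylation in these libraries. Circadian clock genes were higher (16 of 18, median 0.14, adjusted p = 6.58e-05, and adjusted p = 0.653 with an estimated correlation), with 0.69 for *Hlf*, and their median relative to the other libraries was -0.28 in control replicate 3 and 0.56 in HuD KO replicate 2. Immediate early genes were higher (21 of 24, median 0.27, adjusted p = 0.000919, and adjusted p = 0.72 with an estimated correlation), with 0.58 for the phosphatase gene *Dusp6* and -0.69 for *Jun*, and their median relative to the other libraries was 0.68 in HuD KO replicate 1 and -0.41 in control replicate 3. Hippocampal neuron markers were higher (6 of 8, median 0.43, adjusted p = 0.00758, and adjusted p = 0.653 with an estimated correlation), with a median of 0.15 over 6 libraries. Of these, *C1ql2* was at 0.669, 0.222 and 3.32 FPKM in controls and 3.83 and 3.47 FPKM in HuD KOs. The 13 mitochondrially encoded mRNAs of the respiratory chain were lower (13 of 13, median -0.16, adjusted p = 0.000919, and adjusted p = 0.72 with an estimated correlation), with -0.29 for *mt-Nd6* and -0.22 for *mt-Nd1*. Relative to the other libraries, the median of these mRNAs was 0.605, 0.139 and 0.473 in controls and 0.164 and 0.308 in HuD KO replicates 1 and 3. Control replicate 2 was thus below both of these HuD KO libraries, and the groups overlapped. Over 6 libraries their median log2 fold change was -0.69, with HuD KO replicate 2 at -1.73 relative to the others. Markers of microglia and macrophages were lower (13 of 16, median -0.11, adjusted p = 0.0213, and adjusted p = 0.653 with an estimated correlation), with -0.66 for *Lyz2*, which encodes lysozyme. Red blood cell markers were lower (5 of 5, median -0.23, adjusted p = 0.0241, and adjusted p = 0.684 with an estimated correlation), with -0.25 for the globin gene *Hba-a1* and control replicate 3 at 0.32 relative to the other libraries. Endothelial markers were lower (11 of 13, median -0.11, adjusted p = 0.0263, and adjusted p = 0.653 with an estimated correlation), with -0.24 for the efflux transporter gene *Abcb1a*. Astrocyte markers (12 of 13 lower, median -0.11, adjusted p = 0.0352) and markers of pericytes and smooth muscle (9 of 10 lower, median -0.11, adjusted p = 0.0485) each had an adjusted p = 0.661 with an estimated correlation, with -0.29 for *Gjb6*, which encodes connexin 30, and -0.27 for *Vtn*, which encodes vitronectin. No member of these 13 lists passed over all genes, and when adjusted over the list alone 5 meningeal markers, *Tle4* and *Opalin* passed. None of the 31 lists tested passed with an estimated correlation. Over all 6 libraries 10 lists passed at the preset correlation, 9 of which are among these 13, while hippocampal, microglia, astrocyte and pericyte markers did not. With that set, medians moved by over 1.5 times to 0.26 for clock genes, 0.49 for excitatory and 0.24 for deep layer neuron markers, -0.02 for microglia, -0.07 for endothelial cells and pericytes and -0.06 for astrocytes. Without control replicate 1, the only 1 of the 5 whose absence moved the count by over 1.5 times, 7 lists passed. Libraries of 1 genotype also differed in these markers, with deep layer markers at a median of 0.43 in HuD KO replicate 1 and -0.33 in HuD KO replicate 2, and meningeal markers at 0.48 in control replicate 3 and -0.68 in HuD KO replicate 2, relative to the other libraries.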

### 2.2. Alternative Polyadenylation of Transcripts in HuD KO Cortex

To identify alternative polyadenylation events in HuD KOs compared to control mice, we analyzed the RNA-seq datasets using the DaPars software. DaPars reports polyadenylation events through the percent distal usage index (PDUI). The larger the PDUI, the greater the likelihood that the transcript has a lengthened 3′-UTR [50,51]. The program identified significant alternative polyadenylation in 53 genes, with the majority of altered mRNAs shifting towards proximal PAS usage in HuD KOs (Figure 6A). From these, 11 transcripts presented greater PDUI metrics, or lengthened 3′UTRs, in the KOs, and 42 presented smaller PDUI in controls, indicating 3′-UTR shortening in the KOs. Transcripts with lengthened 3′-UTRs and shortened 3′-UTRs are listed in Figure 6B. Complete DaPars outputs including statistical analyses and comparisons with overall changes in gene expression are shown in Table S8.

Pathway analyses revealed that mRNAs with alternative polyadenylation changes encoded proteins involved in cell-to-cell signaling and interaction, cellular functions, cellular growth, nervous system development and function and neurological disease (Figure 6C). HuD is known to control synaptic plasticity and neurotransmission, so genes involved in these processes were emphasized. Within the “nervous system development and function” category, two of the most prominent genes in KOs that generated transcripts with shortened 3′-UTRs were *Dtnbp1* and *Baiap2* (Figure 6D). *Dtnbp1* encodes dysbindin, or dystrobrevin-binding protein 1, while *Baiap2* encodes brain-specific angiogenesis inhibitor 1-associated protein 2. Using the IPA software, DTNBP1 was found to affect excitation and firing of interneurons (*p*-value = 0.00297 and *p* = 0.00887, respectively), along with the probability of release and size of vesicles (*p* = 0.0322 and *p* = 0.00887, respectively). BAIAP2 was found to be involved in paired-pulse facilitation of collateral synapses *(p* = 0.00297) and the size of postsynaptic densities (*p* = 0.0118). 

To visualize *Dtnbp1* and *Baiap2* 3′-UTRs, read coverage was compared at both DaPars-predicted proximal PAS and inferred distal PAS. Both genes were found to have lower read coverage after the proximal PAS, indicating that HuD KO neurons contained transcripts with shorter 3′-UTRs (Figure 6E,F).

Finally, to test for the possibility of direct effects of HuD on differential polyadenylation events, transcripts from the 53 mRNAs were compared with the previous HuD target dataset (Table S6). Between these datasets, only three genes in common were identified: *Alg6*, *Max* and *Mmachc* (Figure 7A). 

*Alg6* encodes the dolichyl pyrophosphate Man9GlcNAc2 alpha-1,3-glucosyltransferase enzyme, *Max* encodes the Myc-associated factor X transcription factor and *Mmachc* encodes the methylmalonic aciduria and homocystinuria type C protein. The 3′-UTR of *Alg6* was longer in KOs, while the 3′-UTRs of *Max* and *Mmachc* were shorter in KOs (Figure 7B–D). 

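*Alg6* encodes a glucosyltransferase of N-linked glycosylation, and its mRNA was at 1.61 ± 0.248 FPKM (SD, n = 3) in controls and 1.44 ± 0.197 FPKM (SD, n = 2) in HuD KOs. *Max*, which encodes the dimerization partner of MYC, was at 10.4 ± 0.807 FPKM in controls and 9.99 ± 0.86 FPKM in HuD KOs. *Mmachc*, which encodes an enzyme of cobalamin metabolism, was at 6.2 ± 0.15 FPKM in controls and 6.16 ± 0.199 FPKM in HuD KOs. The log2 fold changes were -0.10 for *Alg6* (95% interval -0.40 to 0.21), -0.06 for *Max* (-0.31 to 0.20) and -0.01 for *Mmachc* (-0.21 to 0.19). For each gene the difference was smaller than the SD between control libraries, and the adjusted p in limma was 0.995 for *Alg6* and *Max* and 0.996 for *Mmachc*. In mm10, *Alg6* lies on chromosome 4 from 99715664 to 99763460, *Mmachc* on chromosome 4 from 116702279 to 116708406, and *Max* on chromosome 12 from 76937269 to 76962201. In HuD KO replicate 2, *Max* was at 17.9 FPKM and *Mmachc* at 3.68 FPKM, so over 6 libraries their log2 fold changes were 0.21 and -0.21 and that of *Alg6* was -0.16, none of which passed the test. With 1 library left out, the log2 fold change of *Alg6* ranged from -0.18 (without HuD KO replicate 3) to -0.01 (without HuD KO replicate 1), with -0.03 without control replicate 3, that of *Max* from -0.14 to 0.02 and that of *Mmachc* from -0.04 to 0.02 (both without HuD KO replicates 3 and 1).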

Despite the changes in 3′-UTR lengths in these HuD target mRNAs, their expression levels did not differ in KOs vs. control cortices (Table S8). As shown in Figure 8, the overall levels of mRNAs that showed significant alternative polyadenylation did not change in HuD KO cortices. 

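*Baiap2* encodes IRSp53, a scaffold protein of dendritic spines, and its mRNA was at 30.4 ± 3.21 FPKM (SD, n = 3) in controls and 42.9 ± 9.83 FPKM (SD, n = 2) in HuD KOs. *Dtnbp1*, which encodes dysbindin, a subunit of the BLOC-1 complex of endosomal sorting, was at 9.19 ± 0.883 FPKM in controls and 10.4 ± 0.103 FPKM in HuD KOs. *Thap3*, which encodes a THAP-domain protein, was at 8.67 ± 0.334 FPKM in controls and 7.18 ± 0.206 FPKM in HuD KOs. *Mrpl14*, which encodes a protein of the mitochondrial ribosome, was at 6.92 ± 0.752 FPKM in controls and 5.45 ± 0.425 FPKM in HuD KOs.
All 52 genes of Table S8 were found and tested, and none passed in limma, either over all genes or when adjusted over the list alone. The study chose this list on the same libraries, so it is not independent evidence. At an unadjusted p under 0.05 there were 3 genes, where 2.6 would pass by chance, namely *Thap3* (log2 fold change -0.24), *Baiap2* (0.47, 95% interval 0.07 to 0.88) and *Mrpl14* (-0.29). *Dtnbp1* (chromosome 13, 44922075 to 45002147) had a log2 fold change of 0.17 (-0.09 to 0.42), and *Baiap2* lies on chromosome 11 from 119942763 to 120006782. In HuD KO replicate 2 *Thap3* was at 11.2 FPKM, above the 3 controls, and over 6 libraries its log2 fold change was -0.05. The log2 fold change of *Baiap2* was 0.24 without HuD KO replicate 1 and 0.70 without HuD KO replicate 3, and that of *Dtnbp1* was 0.09 without control replicate 1. The median log2 fold change of the 52 genes was -0.03, and all 52 lay within 0.5 of 0. The 95% interval lay between -1 and 1 for 50 genes and between -0.5 and 0.5 for 39, so for the other 13 a change of 0.5 in at least 1 direction was not excluded.

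**Figure D3:**
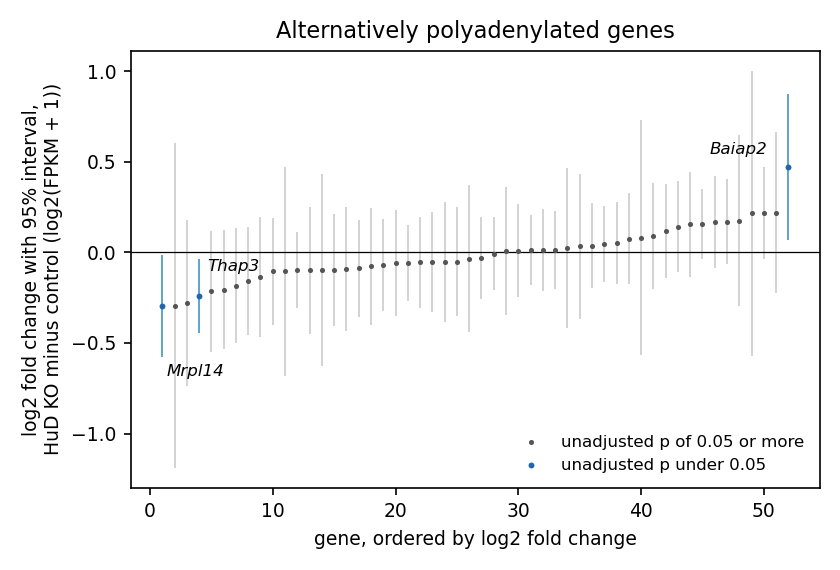
Log2 fold change of log2(FPKM + 1), HuD KO minus control, with its 95% interval, for the 52 alternatively polyadenylated genes in ascending order. Blue marks an unadjusted p under 0.05, which holds for *Mrpl14* at -0.29, *Thap3* at -0.24 and *Baiap2* at 0.47.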

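*Elavl4*, the gene targeted in these mice, was at 34.2, 30.4 and 28.3 FPKM in controls and at 1.70 and 1.52 FPKM in HuD KO replicates 1 and 3. The excluded HuD KO replicate 2 had 1.07 FPKM. The log2 fold change was -3.61 (standard error 0.11, 95% interval -3.88 to -3.34, adjusted p = 0.000687 in limma). Over all 6 libraries it was -3.72 (adjusted p = 0.000121), and a two-sided exact permutation test gave p = 0.1, the smallest p that 3 libraries against 3 allow. *Elavl4* lies on chromosome 4 from 110203722 to 110351909 in mm10. The other Hu genes did not pass the test in limma. *Elavl1*, which encodes the ubiquitously expressed HuR, was at 8.88 ± 0.45 FPKM (SD, n = 3) in controls and 9.59 ± 0.185 FPKM (SD, n = 2) in HuD KOs, a log2 fold change of 0.10. *Elavl3*, which encodes the neuronal HuC, was at 40.2 ± 3.76 FPKM in controls and 43.7 ± 2.16 FPKM in HuD KOs, a log2 fold change of 0.12 over 5 libraries and -0.02 over 6. *Elavl2*, which encodes the neuronal HuB, was at 4.76, 5.7 and 6.21 FPKM in controls and at 5.32 and 15.9 FPKM in HuD KO replicates 1 and 3, with 11.1 FPKM in replicate 2. Its log2 fold change was 0.66 (95% interval -0.34 to 1.67), with a spread between the HuD KO libraries larger than the difference from controls.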

As expected, *Elavl4* mRNA levels were significantly decreased in these tissues (Figure 8). These findings indicate that the observed alternative polyadenylation changes were not the result of differential mRNA stability of the long vs. short 3′-UTR isoforms.

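The 11 genes with a longer 3′-UTR in HuD KOs, *Alg6* among them, had a median log2 fold change of -0.09, with 3 genes higher in HuD KOs. The 41 genes with a shorter 3′-UTR, which include *Max* and *Mmachc*, had a median of 0.01, with 21 genes higher. The mean log2 fold changes of lengthened and shortened genes did not differ beyond chance (two-sided permutation test with 100000 resamples of the gene labels, p = 0.62 over 5 libraries and p = 0.193 over 6). Genes are not independent replicates in this test. FPKM of a whole gene does not measure the decay rate of either isoform. The paper reasons that the levels of the mRNAs with alternative polyadenylation did not change in HuD KO cortices, and from this it concludes that differential stability of long and short 3′-UTR isoforms was not the source of the 3′-UTR changes.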

Overall, we found that HuD KO did not affect alternative polyadenylation as much as it did alternative splicing, suggesting that HuD is more involved in regulating splicing in neurons. 

## 3. Discussion

The purpose of this study was to determine transcriptome-wide changes in alternative splicing and alternative polyadenylation mediated by HuD. We found that deletion of HuD preferentially affected splicing of transcripts involved in several neuronal functions, such as synaptic transmission. In agreement with previous findings where exon skipping represents the most frequent alternative splicing event in biology [52], we found that this event also accounted for the largest proportion of alternative splicing events altered in HuD KO cortex.

HuD KO was found to alter splicing of *Rapgef4* and *Ap4e1*, both of which are involved in excitatory neurotransmission. Although the effects of alternative splicing on the function of their proteins are unknown, deletions and variants of these genes have been linked to several nervous system disorders. *Ap4e1* deficiency has been tied to cerebral palsy syndrome, speech deficits and hereditary spastic paraplegia [53,54,55]. Rare variants in *Rapgef2* have also been found in autism patients [56]. Mice deficient in Epac2, or mice expressing the autism-related variant, exhibit deficits in social interactions and altered dendritic morphology [57,58,59]. Interestingly, KO of HuD during development is also known to disrupt dendritic outgrowth [60].

Two genes involved in neurotransmission that were also alternatively spliced and targeted directly by HuD are *Snap25* and *Gria2*. Notably, there is evidence of alternative splicing in neurons occurring at the same exons reported in this study. *Snap25* has two alternatively spliced isoforms, *Snap25a* and *Snap25b*, which are regulated in different stages of development [61,62,63]. The SNAP25-a protein is more abundant in the embryonic mouse brain, while the SNAP25-b protein becomes the predominant form after birth during the major period of synaptogenesis [64,65]. In agreement with our findings of alternative splicing in the *Snap25* transcript, a mutually exclusive exon event at exon 5 was also reported in a double HuC and HuD KO mouse [34].

Flip and flop isoforms of the GluR2 protein encoded by the *Gria2* gene are also differentially expressed in a cell type- and age-specific manner [48]. Alternative splicing of the mRNA occurs in response to activity, mediating short-term plasticity and synapse homeostasis [47,66]. Electrophysiology studies have shown that flop variants of GluR2 desensitize or remain inactivated when glutamate remains bound to the receptor [48]. Flop isoforms also recover more slowly from desensitization compared to flip counterparts [48]. Previous work by our group showed that HuD binds to and regulates the expression of *Gria2* [67]. However, HuD was not associated with alternative splicing of this mRNA until now.

In addition to the neuronal functions and pathways associated with *Snap25* and *Gria2*, both genes have been implicated in several neuropsychiatric disorders. Some studies suggest that *Snap25* imbalances, or changes in expression of SNAP25-a and SNAP25-b isoforms, contribute to ADHD and schizophrenia, as well as alcohol use disorder (AUD) and smoking risk [68,69,70,71]. *Gria2* has also been deemed an addiction-related gene, and HuD has been shown to regulate this mRNA and addiction-related behavior [67]. *Gria2* flop mRNA levels in the orbital frontal cortex have shown a positive correlation with chronic alcohol use [72]. Therefore, it is possible that HuD-mediated alternative splicing of *Snap25* and *Gria2* could play a role in these disorders. 

Two additional HuD targets, *Cbx3* and *Cspp1,* exhibited the greatest alternative splicing effect size in HuD KOs. CBX3, also known as HP1γ, is a chromatin protein that regulates the transcriptional response through gene silencing in neuronal maturation, development and differentiation [73,74,75]. Additionally, somatic deletions in the gene were found in the cerebellum of schizophrenia patients [76,77]. *Cspp1* is broadly expressed in neurons, and the CSPP1 protein is thought to be involved in neural-specific functions of primary cilia [78,79]. Mutations in *Cspp1* have also been linked to Joubert syndrome, a developmental brain disorder [78]. Still, alternative splicing of exons 3 and 4 in *Cbx3* and exon 12 in *Cspp1* have not been reported before.

In addition to alternative splicing, HuD KO neurons also exhibited changes in alternative polyadenylation. There was a higher proportion of transcripts with shorter 3′-UTRs in HuD KO cortices. HuD is known to bind the proximal PAS and physically block cleavage at the site; thus, lack of HuD binding at the proximal PAS would result in shorter 3′-UTRs [80,81]. Supporting this idea, we previously showed that overexpression of HuD in the dentate gyrus increases the levels of the long 3′-UTR transcripts of BDNF [82]. Since longer BDNF mRNA isoforms localize to dendrites and axons, deletion of HuD could impact dendritic and axonal transcriptomes, as well as overall gene expression profiles of mRNAs with altered alternative polyadenylation.

Within the set of transcripts with significantly shorter 3′-UTRs in HuD KOs, *Baiap2* and *Dtnbp1* are involved in neurotransmission. The BAIAP2 protein is primarily implicated in actin dynamics at the postsynaptic density of excitatory synapses [83]. There are four isoforms of the protein and three validated PAS; however, the functions of these isoforms remain unknown [84]. DTNBP1 modulates AMPAR-mediated synaptic transmission and plasticity [85]. It is considered a schizophrenia susceptibility gene, and its expression is reduced in the prefrontal cortex and midbrain of patients with this disorder [86]. Furthermore, variations in the 3′-UTR of *Dtnbp1* have been found to alter the expression of the gene [86]. DTNBP1 variants in the prefrontal cortex are thought to contribute to the pathophysiology of schizophrenia through alterations in glutamatergic transmission [87,88]. HuD transcript levels have also been found to be increased in the prefrontal cortex of schizophrenia patients [89]. Consequently, it is possible that HuD-mediated alternative polyadenylation of *Dtnbp1* alters excitatory signaling in these patients.

Comparison of direct cytoplasmic HuD targets and alternatively polyadenylated mRNAs revealed only three transcripts: *Alg6*, *Max* and *Mmachc*. Patients with inherited disorders involving *Alg6* display epilepsy, stroke-like episodes, developmental delay, neuropathy and structural abnormalities [90,91]. The MAX protein itself, or in heterodimers with MAD, has been shown to repress c-Myc targets and promote neuronal differentiation [92]. Patients with mutations in the *Mmachc* gene exhibit cognitive impairment, epilepsy, ataxia, and pyramidal and peripheral nerve symptoms [93]. In the case of the *Max* transcript, the predicted PAS was identified in an intron, which is only known to occur in approximately 20% of human genes [94]. Furthermore, this site is listed in the new PolyASite 2.0 database [95] and was found to occur in neurons as shown by a single-cell RNA-seq study in mouse tissues [96].

Like patients with mutations in genes associated with altered polyadenylation, HuD KO mice show several nervous system abnormalities, including defective dendritogenesis and altered neuron maturation in the neocortex and hippocampus [60,97]. Additionally, HuD KO mice have shown behavioral deficits, such as an abnormal clasping reflex [97] and difficulties in learning and memory [60]. Although no electrophysiological studies have been performed in HuD KOs, we previously showed that overexpression of this protein in hippocampal mossy fiber projections to CA3 neurons increases paired-pulse facilitation [98]. By comparison, it is likely that KO mice would show deficits in glutamatergic transmission at the same synapses. 

In conclusion, our findings suggest that alternative splicing and polyadenylation events in genes involved in neuronal development and synaptic transmission could contribute to the structural and functional deficits observed in HuD KO mice.

## 4. Materials and Methods

### 4.1. Animals

HuD KO (*Elavl4*^–/–^) mice were a gift from Prof. Hideyuki Okano. These mice were created by removing exon 2 of the mouse Elavl4 gene [97]. Briefly, exon 2 of the Elavl4 transcript was replaced with a PGK-Neo vector, causing a frameshift mutation. As controls, we used wildtype littermates from the same line. Mice were backcrossed to C57BL/6 for at least ten generations. 

### 4.2. RNA sequencing (RNA-seq)

Cortices were dissected from three adult male HuD KO mice and three wildtype (control) littermates of approximately 3–4 months of age. Total RNA was extracted using Trizol (Invitrogen, Carlsbad, CA, USA) and quantified using Qubit (Bio-Rad, Hercules, CA, USA). RNA quality was determined using both agarose gels and NanoDrop 1000 (Thermo Fisher Scientific, Waltham, MA, USA) absorbances. Aliquots of 2 µg RNA from three mice of each genotype were sent to Arraystar Inc. (Rockville, MD, USA) for paired-end sequencing using NovaSeq 6000 S4 reagent kits and an Illumina NovaSeq 6000 platform (Illumina, San Diego, CA, USA). Sequencing was carried out by running 150 cycles.

### 4.3. Quality Check of Sequencing Reads and Alignment

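HuD KO replicate 2 differed from the other 5 libraries in its mitochondrially encoded mRNAs, the transcripts of the respiratory chain subunits made inside mitochondria, which held 4.89% of its FPKM against 13.4% to 16.6% in the others. *mt-Nd1*, which encodes a subunit of complex I, was at 943 FPKM in this library and at 3919, 3183 and 3457 FPKM in controls. Meningeal fibroblast markers were also low in it, with a median log2 deviation of -0.68 from the mean of the 5 others. *Elavl4* was as low in it as in HuD KO replicates 1 and 3. Its log2 deviations from the mean of the other libraries rose with the GC content of the genes, with a Spearman correlation across genes of 0.56, against -0.298 to -0.0683 in the other 5 libraries. Genes are not independent replicates in this correlation.
In a principal component analysis of log2(FPKM + 1) over all 6 libraries, component 1 held 46.4% of the variance and component 2 held 24.2%. HuD KO replicate 2 lay at 37.1 on component 1 and control replicate 3 lay at the other end, at -28.4, while the other 4 libraries lay between -4.51 and 1.66. Control replicate 3 was also set apart on component 2, at 22.7, with HuD KO replicate 2 at 15.7 and the other 4 between -12.4 and -5.04. Neither component separated HuD KOs from controls. The mean Pearson correlation of a library with the 5 others, computed across genes, was lowest for HuD KO replicate 2 (0.956) and next lowest for control replicate 3 (0.96), against 0.976 to 0.978 for the rest. Control replicate 3 carried high levels of neuropeptide mRNAs of the hypothalamus, among them *Pmch*, which encodes melanin-concentrating hormone, at 127 FPKM.

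**Figure D4:**
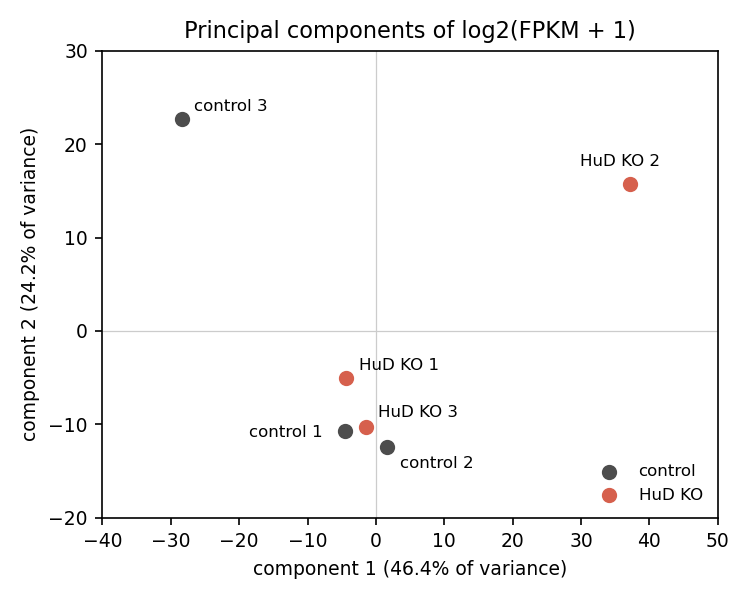
Each point is 1 library, placed by its score on the first (46.4% of variance) and second (24.2%) principal components of log2(FPKM + 1), with controls in grey and HuD KOs in red. HuD KO replicate 2 lies at 37.1 and control replicate 3 at -28.4 on component 1, and the other 4 libraries lie together.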

Using a custom-written MATLAB code to perform a principal component analysis (PCA) of the RNA-seq data, one HuD KO sequencing pair was considered an outlier and this replicate was excluded from the analysis. An unsupervised heatmap clustering analysis of these individual samples is shown in Figure S1. 

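Over all genes tested, hierarchical clustering into 2 groups set HuD KO replicate 2 alone against the other 5 libraries, and a division into 3 groups also set control replicate 3 alone. In 4 groups, HuD KO replicate 1 was alone as well, and HuD KO replicate 3 stayed with control replicates 1 and 2. Control replicate 2 and HuD KO replicate 3 had the highest correlation of any pair of libraries across genes (Pearson r = 0.988), and control replicate 3 and HuD KO replicate 2 the lowest (0.933). *Drd2*, which encodes the D2 dopamine receptor of striatal neurons, was at 6.6 FPKM in control replicate 3 and 7.35 FPKM in HuD KO replicate 1, and at 0.43, 0.323, 1.66 and 0.628 FPKM in the other 4 libraries. *Ttr*, which encodes the transthyretin of the choroid plexus, was at 287 FPKM in control replicate 3, 157 FPKM in HuD KO replicate 1 and 86.5 FPKM in HuD KO replicate 3, and at 2.05, 1.78 and 5.19 FPKM in the other 3. With the 457 genes at an unadjusted p under 0.05 over 6 libraries, or the 450 over 5, the 2 groups were the genotypes, which follows from choosing genes by that difference.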

The quality of raw RNA sequencing reads was evaluated using the FastQC software (version 0.11.5) [99] and adapters were removed using the Cutadapt (version 1.15) and Trimmomatic (version 0.38) software [100,101]. A minimum read length of 145 bp was selected by including the -m parameter in the command and reads greater than 145 bp were trimmed to that length using the CROP parameter in Trimmomatic. RNA-seq data were aligned to the *Mus musculus* genome (UCSC browser, mm10) using STAR (version 2.7.3a; https://github.com/alexdobin/STAR (accessed on 17 March 2021)) [102], and MultiQC (version 1.8) was used to perform a final quality check on STAR alignment files [103]. If alignments were found to be the same read length and have >80% reads mapped to a unique location, the data were considered to be of good quality and alternative splicing and polyadenylation analyses were performed.

### 4.4. Alternative Splicing Analysis 

#### 4.4.1. rMATS

The rMATS software (version 4.0.2) with default settings was used to detect differential alternative splicing events from RNA-seq data [104]. The software was downloaded through the rMATS developer webpage: http://rnaseq-mats.sourceforge.net (accessed on 17 March 2021). BAM files obtained through STAR alignment were input into the program. From the output files, those that calculated differential splicing using reads that mapped to both exons/introns and splice junctions were used. Significant events were filtered using the Maser software package in Program R (version 1.6.0) [105], which was downloaded through the Bioconductor website at https://www.bioconductor.org/packages/release/bioc/html/maser.html (accessed on 17 March 2021).

#### 4.4.2. Visualization of rMATS Results

To visualize rMATS results and differential splicing events between groups, rmats2sashimiplot was used. The tool was downloaded directly from the developer’s GitHub page: https://github.com/Xinglab/rmats2sashimiplot (accessed on 17 March 2021). BAM files and rMATS output files were used to run the program. Coordinates from each event were then input into the IGV software (version 2.8.2) to determine which exon/intron was involved in splicing [106,107].

### 4.5. Alternative Polyadenylation Analysis

#### 4.5.1. BAM to BedGraph Conversion

Before using an alternative polyadenylation software, it was necessary to convert BAM files to BedGraph files. To do so, a chromosome annotation text file for the mm10 genome was downloaded from UCSC. Then, the conversion was performed using the genomecov function of the BedTools software (version 2.26.0) [108], which was downloaded directly from https://github.com/arq5x/bedtools2 (accessed on 17 March 2021). 

#### 4.5.2. DaPars Analysis 

The DaPars software (version 0.9.1) was used to determine alternative polyadenylation between groups [50,51]. The software was downloaded from the developer’s GitHub page: https://github.com/ZhengXia/dapars (accessed on 17 March 2021). Before the use of the tool, a 3′-UTR annotation of the mm10 genome was created using a BED text file and a gene symbol file from the UCSC Table Browser [109]. The DaPars_Extract_Anno.py function was used to create the annotation, and then it was used in the analysis, along with specific parameters for a read coverage cutoff of 30, an FDR cutoff of 0.10, a PDUI cutoff of 0.2 and a fold change cutoff of 0.59. A list of genes involved in alternative polyadenylation was generated as a single output file. Those listed as “Y” passed all the specified parameters and were considered significant.

#### 4.5.3. Visualization of DaPars Results 

To visualize DaPars results, BAM files were analyzed with the IGV software (version 2.8.2) for each group; then, 3′-UTR regions were examined.

### 4.6. Pathway Analysis

Ingenuity Pathway Analysis (IPA) is a bioinformatics tool that utilizes current literature to facilitate the interpretation of gene expression data into biological networks [110]. IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis (accessed on 17 March 2021)) was used to identify functions, disease implications, and canonical pathways associated with genes identified in alternative splicing and alternative polyadenylation analyses. 

## Figures and Tables

**Figure 1:**
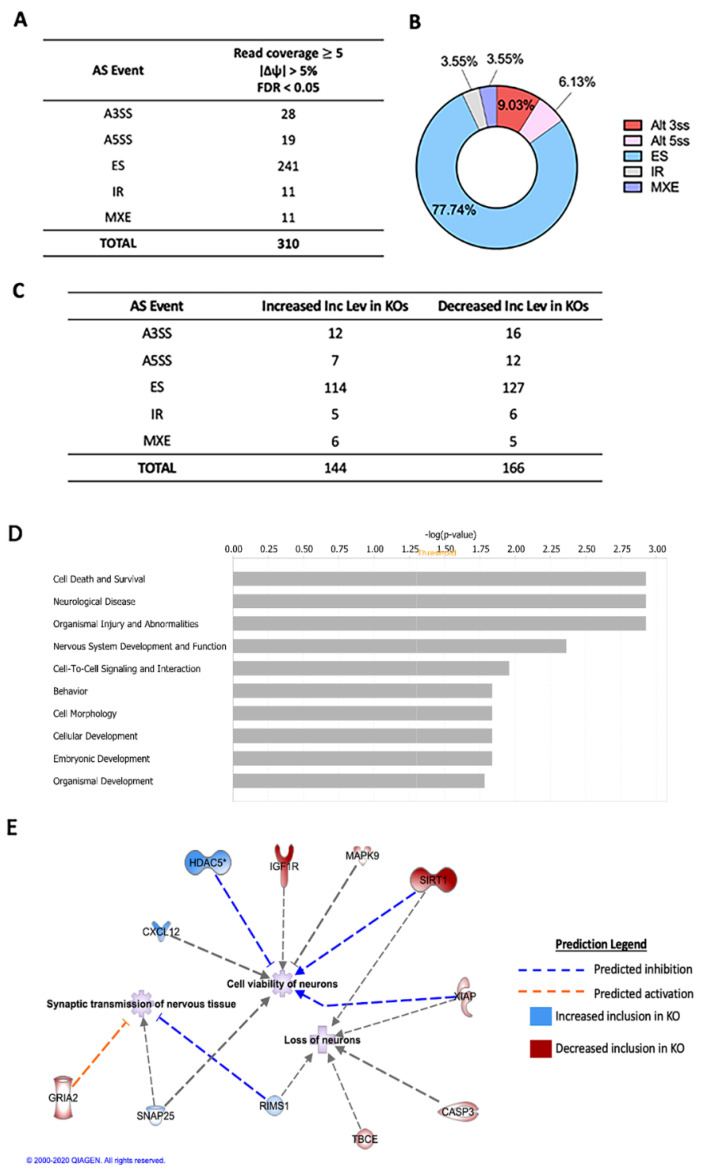
Alternative splicing (AS) events associated with deletion of HuD. (**A**) Total number of significantly different AS events in HuD KO cortices (*n* = 3). (**B**) Proportion of AS differences between KO and controls. (**C**) Number of increased and decreased inclusion AS levels in HuD KOs. (**D**) Top biological pathways associated with AS transcripts in HuD KO cortex analyzed by Ingenuity Pathway Analysis (IPA). Yellow line indicates *p* = 0.05. (**E**) Top neuronal functions affected by alternative splicing of transcripts. Blue lines predict inhibition of the function, while orange lines predict activation. Blue molecules indicate increased exon inclusion in HuD KOs, while red molecules indicate decreased exon inclusion.

**Figure 2:**
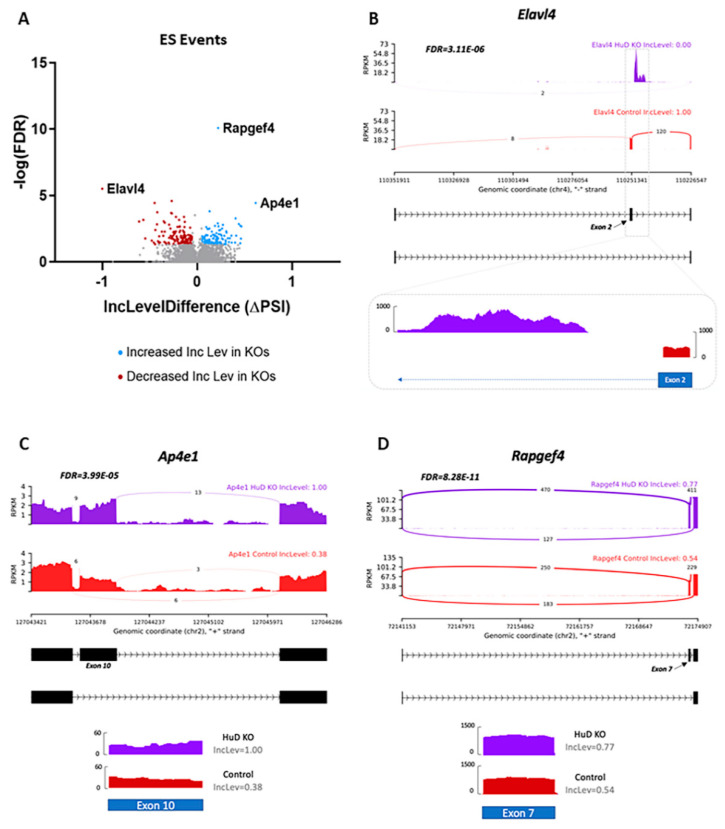
Exon skipping (ES) events associated with HuD KO. (**A**) Volcano plot showing significant changes (−log(FDR)) vs. inclusion level (Inc level) difference (ΔPSI) between HuD KO and control mice. Blue dots show genes with significantly increased inclusion level differences and red dots show those with significantly decreased inclusion levels in HuD KO cortices. The most significant changes are identified by gene name (*n* = 3). (**B**) Top panels show sashimi plots demonstrating exon 2 skipping in the *Elavl4* transcript, which is the exon deleted in HuD KOs. The bottom panel shows read coverage using IGV confirming exon 2 skipping in HuD KO. (**C**) Sashimi plots depicting exon 10 skipping and read coverage for exon 10 in *Ap4e1* and (**D**) sashimi plots and exon 7 coverage in *Rapgef4* in HuD KO and control mice.

**Figure 3:**
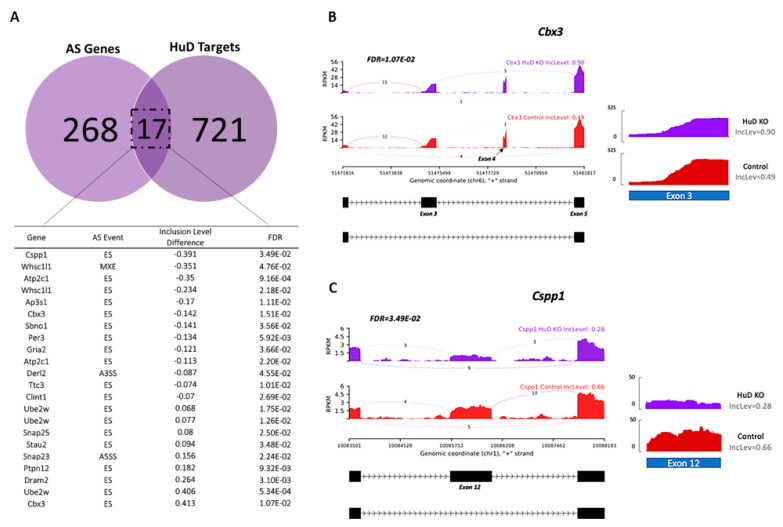
List of transcripts that are alternatively spliced and directly interact with HuD. (**A**) Venn diagram showing the number of transcripts that are HuD targets and alternative spliced in HuD KO. List of genes with exon skipping (ES), alternative 3′ splice sites (A3SS) and alternative 5′ splice sites (A5SS) in HuD KO cortex. A negative inclusion level difference denotes an exon that is more excluded in KOs relative to controls, while a positive value indicates an exon with greater inclusion in HuD KO (*n* = 3). (**B**) Sashimi plots and read coverage of exon 3 in the *Cbx3* transcript. This exon is the top included exon in KO mice. (**C**) Sashimi plots and read coverage of exon 12 in the *Cspp1* transcript. This exon is the top excluded exon in KO mice.

**Figure 4:**
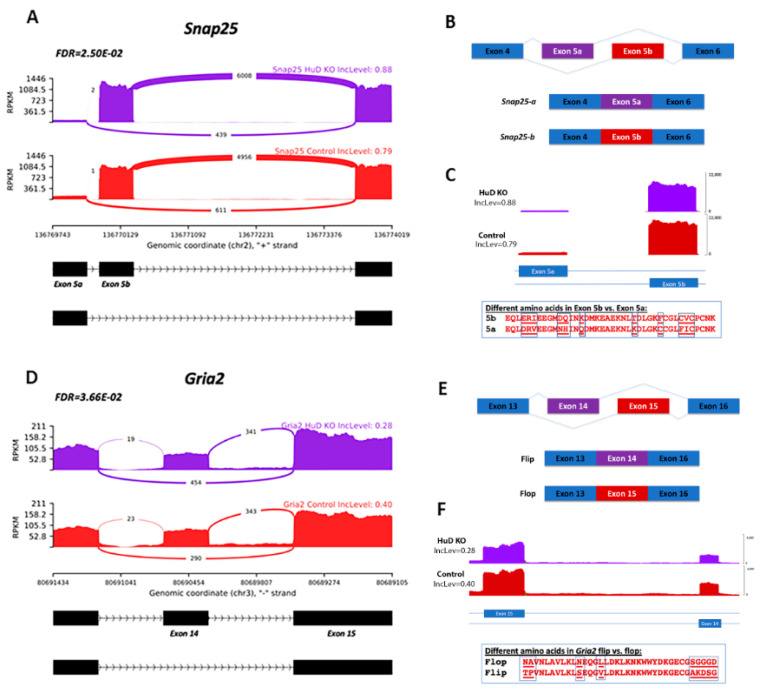
Alternative splicing (AS) of *Snap25*and *Gria2* transcripts in HuD KO cortex. (**A**) *Snap25* sashimi plot depicting decreased exon 5b skipping in HuD KOs (*n* = 3). (**B**) Diagram showing AS of exons 5a and 5b in *Snap25*. (**C**) Read coverage of exon 5b using IGV and amino acid sequence comparison of exons 5a and 5b. (**D**) *Gria2* sashimi plot depicting increased exon 14 skipping in HuD KO cortex (*n* = 3). (**E**) Diagram showing AS of the “flip or flop” isoforms of *Gria2*. (**F**) Read coverage of exon 14 using IGV and amino acid sequence comparison of exons 14 and 15.

**Figure 5:**
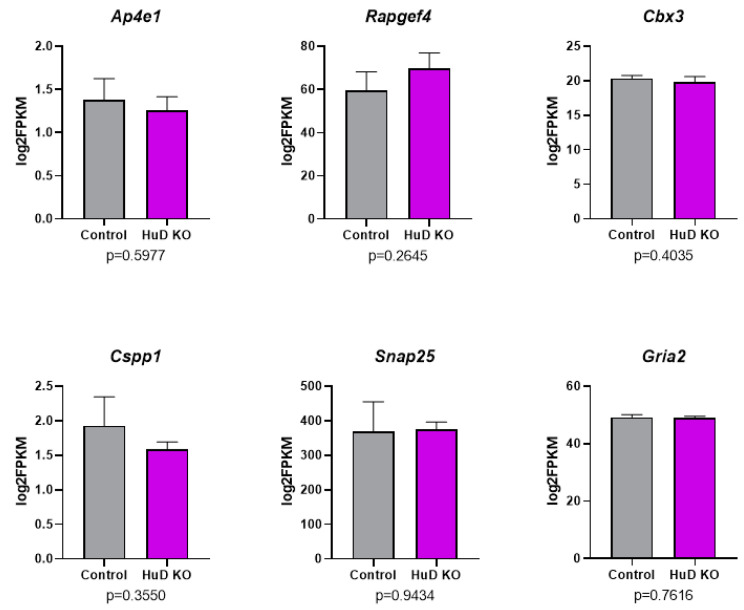
No significant changes in the overall levels of mRNAs that show significant alterations in exon skipping in HuD KO cortex. Panels show the results of RNA-seq levels as log_2_FPKM along with expression level *p*-values for six mRNAs that showed significant changes in exon skipping in HuD KO cortices (*n* = 3).

**Figure 6:**
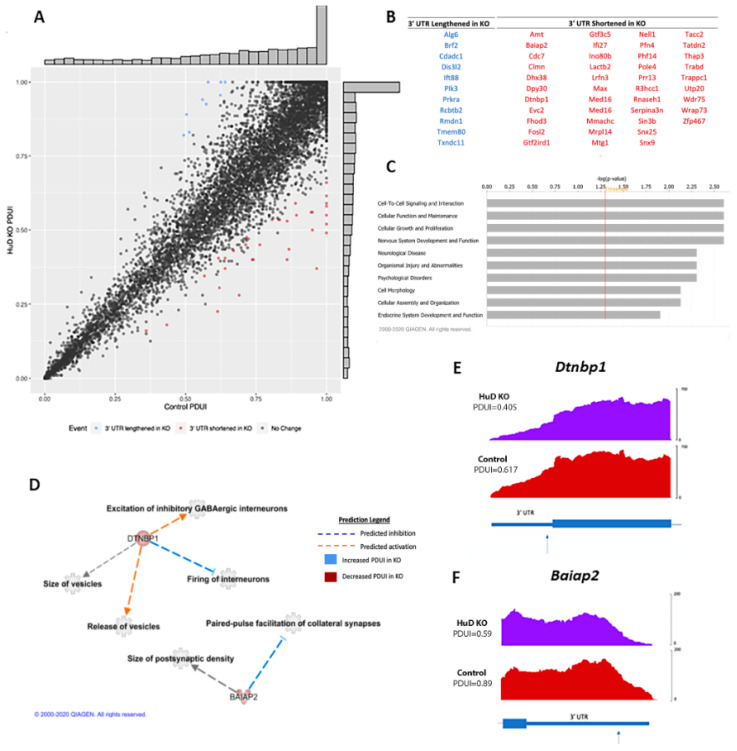
Differences in alternative polyadenylation (APA) of transcripts in HuD KO cortices. (**A**) Scatter plot depicting the percent distal usage index (PDUI) in control and HuD KO mice. Blue points represent significantly lengthened transcripts in HuD KOs, while red points represent significantly shortened transcripts (*n* = 3). (**B**) Complete list of lengthened and shortened transcripts in HuD KO cortex. (**C**) Biological pathways significantly enriched with alternatively polyadenylated transcripts identified by IPA. (**D**) Top neuronal functions affected by APA. Blue lines predict inhibition of the function, while orange lines predict activation. Blue molecules represent increased PDUI in HuD KOs, while red molecules represent decreased PDUI. (**E**) Read coverage graphs of the 3′-UTRs of *Dtnbp1* and (**F**) *Baiap2*. Both transcripts exhibit decreased PDUI and shorter 3′-UTRs. Arrows show the position of the DaPars predicted proximal poly(A) signal (PAS) relative to the last coding exon.

**Figure 7:**
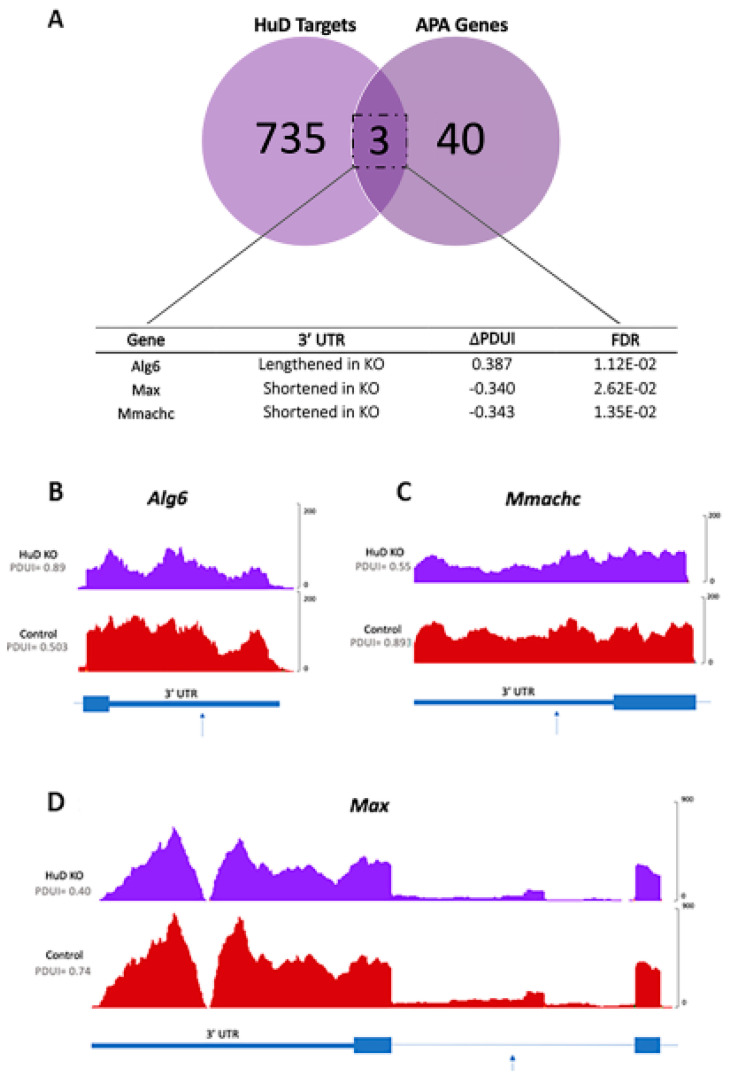
Alternative polyadenylation of transcripts that directly interact with HuD. (**A**) Venn diagram and list of HuD targets that are alternatively polyadenylated in HuD KO mice. The 3′-UTR of *Alg6* is lengthened in HuD KO cortex, while the 3′-UTRs of *Max* and *Mmachc* are shortened (*n =* 3). (**B**–**D**) Read coverage graphs of *Alg6* 3′-UTR, (**B**) *Mmachc* 3′-UTR (**C**) and *Max* 3′-UTR (**D**). Arrows indicate the position of the DaPars-predicted proximal PAS. For the *Max* transcript, the proximal PAS occurs in an intron.

**Figure 8:**
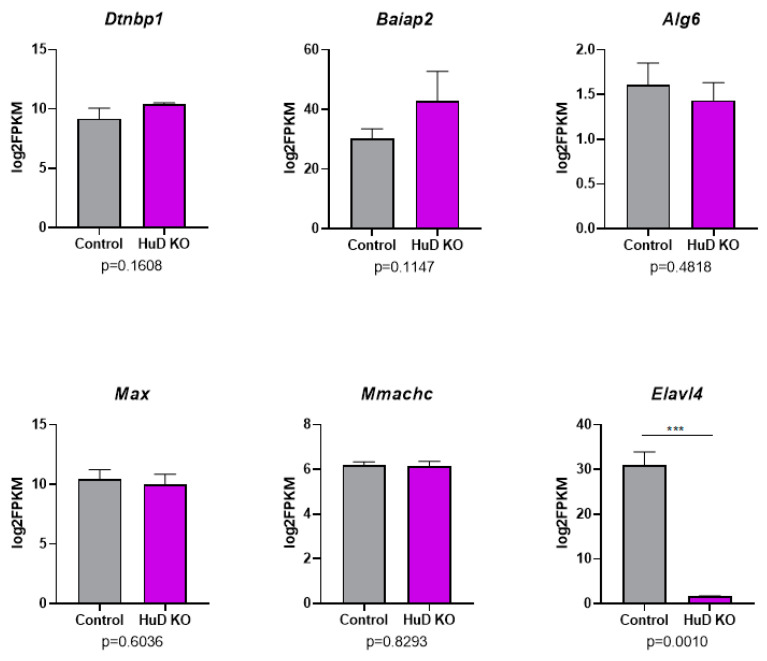
No significant changes in the overall levels of mRNAs that showed significant alternative polyadenylation in HuD KO cortices. Panels show the results of RNA-seq levels as log_2_FPKM along with *p*-values for five mRNAs that showed significant changes in alternative polyadenylation in HuD KO mice (*n* = 3). *** The significant decreases in *Elavl4* mRNA levels in HuD KO mice are shown as a comparison set (*n* = 3).

## Data Availability

RNA sequencing data are available at NCBI Gene Expression Omni.

## Supplementary Materials

The following are available online. Figure S1: Unsupervised hierarchical clustering analysis of differentially expressed mRNAs in the neocortex of HuD KO and control mice, Table S1: Significant alternative 3′ splice site (A3SS) events reported by rMATS in HuD KOs vs. controls, Table S2: Significant alternative 5′ splice site (A5SS) events reported by rMATS in HuD KOs vs. controls, Table S3: Significant alternative exon skipping (ES) events reported by rMATS in HuD KOs vs. controls, Table S4: Significant alternative intron retention (IR) events reported by rMATS in HuD KOs vs. controls, Table S5: Significant alternative mutually exclusive exon (MXE) events reported by rMATS in HuD KOs vs. controls, Table S6: List of HuD targets used in rMATS and DaPars comparisons, Table S7: List of genes with significantly different mRNAs levels (*p* < 0.05) in HuD KOs vs. controls, Table S8: Significant alternative polyadenylation (APA) events reported by DaPars in HuD KOs vs. controls.

## References

[1] Glisovic T., Bachorik J.L., Yong J., Dreyfuss G. (2008). RNA-binding proteins and post-transcriptional gene regulation. FEBS Lett..

[2] Bolognani F., Perrone-Bizzozero N.I. (2008). RNA-protein interactions and control of MRNA stability in neurons. J. Neurosci. Res..

[3] Pan Q., Shai O., Lee L.J., Frey B.J., Blencowe B.J. (2008). Deep surveying of alternative splicing complexity in the human transcriptome by high-throughput sequencing. Nat. Genet..

[4] Wang E.T., Sandberg R., Luo S., Khrebtukova I., Zhang L., Mayr C., Kingsmore S.F., Schroth G.P., Burge C.B. (2008). Alternative isoform regulation in human tissue transcriptomes. Nature.

[5] Xu Q., Modrek B., Lee C. (2002). Genome-wide detection of tissue-specific alternative splicing in the human transcriptome. Nucleic Acids Res..

[6] Vuong C.K., Black D.L., Zheng S. (2016). The neurogenetics of alternative splicing. Nat. Rev. Neurosci..

[7] Dredge B.K., Polydorides A.D., Darnell R.B. (2001). The splice of life: Alternative splicing and neurological disease. Nat. Rev. Neurosci..

[8] Reble E., Dineen A., Barr C.L. (2018). The contribution of alternative splicing to genetic risk for psychiatric disorders. Genes Brain Behav..

[9] Glatt S.J., Cohen O.S., Faraone S.V., Tsuang M.T. (2011). Dysfunctional gene splicing as a potential contributor to neuropsychiatric disorders. Am. J. Med. Genet. Part B Neuropsychiatr. Genet. Off. Publ. Int. Soc. Psychiatr. Genet..

[10] Derti A., Garrett-Engele P., MacIsaac K.D., Stevens R.C., Sriram S., Chen R., Rohl C.A., Johnson J.M., Babak T. (2012). A quantitative atlas of polyadenylation in five mammals. Genome Res..

[11] MacDonald C.C. (2019). Tissue-specific mechanisms of alternative polyadenylation: Testis, brain, and beyond (2018 update). Wiley Interdiscip. Rev. RNA.

[12] Miura P., Sanfilippo P., Shenker S., Lai E.C. (2014). Alternative polyadenylation in the nervous system: To what lengths will 3′ UTR extensions take us?. Bioessays News Rev. Mol. Cell. Dev. Biol..

[13] Taliaferro J.M., Vidaki M., Oliveira R., Olson S., Zhan L., Saxena T., Wang E.T., Graveley B.R., Gertler F.B., Swanson M.S. (2016). Distal alternative last exons localize mRNAs to neural projections. Mol. Cell.

[14] Lau A.G., Irier H.A., Gu J., Tian D., Ku L., Liu G., Xia M., Fritsch B., Zheng J.Q., Dingledine R. (2010). Distinct 3′ UTRs differentially regulate activity-dependent translation of brain-derived neurotrophic factor (BDNF). Proc. Natl. Acad. Sci. USA.

[15] An J.J., Gharami K., Liao G.-Y., Woo N.H., Lau A.G., Vanevski F., Torre E.R., Jones K.R., Feng Y., Lu B. (2008). Distinct role of long 3′ UTR BDNF mRNA in spine morphology and synaptic plasticity in hippocampal neurons. Cell.

[16] Campos A.R., And D.G., White K. (1985). Mutant alleles at the locus Elav in drosophila melanogaster lead to nervous system defects. A developmental-genetic analysis. J. Neurogenet..

[17] King P.H., Levine T.D., Fremeau R.T., Keene J.D. (1994). Mammalian homologs of drosophila ELAV localized to a neuronal subset can bind in vitro to the 3′ UTR of mRNA encoding the Id transcriptional repressor. J. Neurosci. Off. J. Soc. Neurosci..

[18] Pascale A., Amadio M., Quattrone A. (2008). Defining a neuron: Neuronal ELAV proteins. Cell. Mol. Life Sci..

[19] Perrone-Bizzozero N., Bolognani F. (2002). Role of HuD and other RNA-binding proteins in neural development and plasticity. J. Neurosci. Res..

[20] Bronicki L.M., Jasmin B.J. (2013). Emerging complexity of the HuD/ELAVl4 gene; implications for neuronal development, function, and dysfunction. RNA.

[21] Mobarak C.D., Anderson K.D., Morin M., Beckel-Mitchener A., Rogers S.L., Furneaux H., King P., Perrone-Bizzozero N.I. (2000). The RNA-binding protein HuD is required for GAP-43 mRNA stability, GAP-43 gene expression, and PKC-dependent neurite outgrowth in PC12 cells. Mol. Biol. Cell.

[22] Beckel-Mitchener A.C., Miera A., Keller R., Perrone-Bizzozero N.I. (2002). Poly(A) tail length-dependent stabilization of GAP-43 mRNA by the RNA-binding protein HuD. J. Biol. Chem..

[23] Peng S.S.-Y. (1998). RNA stabilization by the AU-rich element binding protein, HuR, an ELAV protein. EMBO J..

[24] Zhang Z., So K., Peterson R., Bauer M., Ng H., Zhang Y., Kim J.H., Kidd T., Miura P. (2019). Elav-mediated exon skipping and alternative polyadenylation of the dscam1 gene are required for axon outgrowth. Cell Rep..

[25] Wei L., Lee S., Majumdar S., Zhang B., Sanfilippo P., Joseph B., Miura P., Soller M., Lai E.C. (2020). Overlapping activities of ELAV/Hu family RNA binding proteins specify the extended neuronal 3′ UTR landscape in drosophila. Mol. Cell.

[26] Carrasco J., Rauer M., Hummel B., Grzejda D., Alfonso-Gonzalez C., Lee Y., Wang Q., Puchalska M., Mittler G., Hilgers V. (2020). ELAV and FNE determine neuronal transcript signatures through exon-activated rescue. Mol. Cell.

[27] Soller M., White K. (2003). ELAV inhibits 3′-end processing to promote neural splicing of Ewg pre-mRNA. Genes Dev..

[28] Hinman M.N., Lou H. (2008). Diverse molecular functions of Hu proteins. Cell. Mol. Life Sci. CMLS.

[29] Zhu H., Hasman R.A., Barron V.A., Luo G., Lou H. (2006). A nuclear function of hu proteins as neuron-specific alternative RNA processing regulators. Mol. Biol. Cell.

[30] Zhu H., Zhou H.-L., Hasman R.A., Lou H. (2007). Hu Proteins regulate polyadenylation by blocking sites containing U-rich sequences. J. Biol. Chem..

[31] Zhu H., Hinman M.N., Hasman R.A., Mehta P., Lou H. (2008). Regulation of neuron-specific alternative splicing of neurofibromatosis type 1 pre-mRNA. Mol. Cell. Biol..

[32] Zhou H.-L., Hinman M.N., Barron V.A., Geng C., Zhou G., Luo G., Siegel R.E., Lou H. (2011). Hu proteins regulate alternative splicing by inducing localized histone hyperacetylation in an RNA-dependent manner. Proc. Natl. Acad. Sci. USA.

[33] Scheckel C., Drapeau E., Frias M.A., Park C.Y., Fak J., Zucker-Scharff I., Kou Y., Haroutunian V., Ma’ayan A., Buxbaum J.D. (2016). Regulatory consequences of neuronal ELAV-like protein binding to coding and non-coding RNAs in human brain. eLife.

[34] Ince-Dunn G., Okano H.J., Jensen K.B., Park W.-Y., Zhong R., Ule J., Mele A., Fak J.J., Yang C., Zhang C. (2012). Neuronal Elav-like (Hu) proteins regulate RNA splicing and abundance to control glutamate levels and neuronal excitability. Neuron.

[35] Guardia C.M., De Pace R., Mattera R., Bonifacino J.S. (2018). Neuronal functions of adaptor complexes involved in protein sorting. Curr. Opin. Neurobiol..

[36] Sugawara K., Shibasaki T., Takahashi H., Seino S. (2016). Structure and functional roles of Epac2 (Rapgef4). Gene.

[37] Hoivik E.A., Witsoe S.L., Bergheim I.R., Xu Y., Jakobsson I., Tengholm A., Doskeland S.O., Bakke M. (2013). DNA methylation of alternative promoters directs tissue specific expression of Epac2 isoforms. PLoS ONE.

[38] Bolognani F., Contente-Cuomo T., Perrone-Bizzozero N.I. (2010). Novel recognition motifs and biological functions of the RNA-binding protein HuD revealed by genome-wide identification of its targets. Nucleic Acids Res..

[39] Smallwood A., Hon G.C., Jin F., Henry R.E., Espinosa J.M., Ren B. (2012). CBX3 regulates efficient RNA processing genome-wide. Genome Res..

[40] Patzke S., Redick S., Warsame A., Murga-Zamalloa C.A., Khanna H., Doxsey S., Stokke T. (2010). CSPP is a ciliary protein interacting with nephrocystin 8 and required for cilia formation. Mol. Biol. Cell.

[41] Asiedu M., Wu D., Matsumura F., Wei Q. (2009). Centrosome/Spindle pole–associated protein regulates cytokinesis via promoting the recruitment of MyoGEF to the central spindle. Mol. Biol. Cell.

[42] Park S.M., Jang H.J., Lee J.H. (2019). Roles of primary cilia in the developing brain. Front. Cell. Neurosci..

[43] Patzke S., Stokke T., Aasheim H.-C. (2006). CSPP and CSPP-L Associate with centrosomes and microtubules and differently affect microtubule organization. J. Cell. Physiol..

[44] Delgado-Martinez I., Nehring R.B., Sorensen J.B. (2007). Differential abilities of SNAP-25 homologs to support neuronal function. J. Neurosci..

[45] Nagy G., Milosevic I., Mohrmann R., Wiederhold K., Walter A.M., Sørensen J.B. (2008). The SNAP-25 linker as an adaptation toward fast exocytosis. Mol. Biol. Cell.

[46] Wright A., Vissel B. (2012). The essential role of AMPA receptor GluR2 subunit RNA editing in the normal and diseased brain. Front. Mol. Neurosci..

[47] Balik A., Penn A.C., Nemoda Z., Greger I.H. (2013). Activity-regulated RNA editing in select neuronal subfields in hippocampus. Nucleic Acids Res..

[48] Pei W., Huang Z., Wang C., Han Y., Park J.S., Niu L. (2009). Flip and flop: A molecular determinant for AMPA Receptor channel opening. Biochemistry.

[49] Koike M., Tsukada S., Tsuzuki K., Kijima H., Ozawa S. (2000). Regulation of kinetic properties of GluR2 AMPA receptor channels by alternative splicing. J. Neurosci..

[50] Xia Z., Donehower L.A., Cooper T.A., Neilson J.R., Wheeler D.A., Wagner E.J., Li W. (2014). Dynamic analyses of alternative polyadenylation from RNA-Seq reveal a 3′-UTR landscape across seven tumour types. Nat. Commun..

[51] Masamha C.P., Xia Z., Yang J., Albrecht T.R., Li M., Shyu A.-B., Li W., Wagner E.J. (2014). CFIm25 links alternative polyadenylation to glioblastoma tumour suppression. Nature.

[52] Sammeth M., Foissac S., Guigó R. (2008). A general definition and nomenclature for alternative splicing events. PLoS Comput. Biol..

[53] Moreno-De-Luca A., Helmers S.L., Mao H., Burns T.G., Melton A.M.A., Schmidt K.R., Fernhoff P.M., Ledbetter D.H., Martin C.L. (2011). Adaptor protein complex-4 (AP-4) deficiency causes a novel autosomal recessive cerebral palsy syndrome with microcephaly and intellectual disability. J. Med. Genet..

[54] Raza M.H., Mattera R., Morell R., Sainz E., Rahn R., Gutierrez J., Paris E., Root J., Solomon B., Brewer C. (2015). Association between rare variants in AP4E1, a component of intracellular trafficking, and persistent stuttering. Am. J. Hum. Genet..

[55] Jamra R.A., Philippe O., Raas-Rothschild A., Eck S.H., Graf E., Buchert R., Borck G., Ekici A., Brockschmidt F.F., Nöthen M.M. (2011). Adaptor protein complex 4 deficiency causes severe autosomal-recessive intellectual disability, progressive spastic paraplegia, shy character, and short stature. Am. J. Hum. Genet..

[56] Bacchelli E., Blasi F., Biondolillo M., Lamb J.A., Bonora E., Barnby G., Parr J., Beyer K.S., Klauck S.M., International Molecular Genetic Study of Autism Consortium (IMGSAC) (2003). Screening of nine candidate genes for autism on chromosome 2q reveals rare nonsynonymous variants in the CAMP-GEFII Gene. Mol. Psychiatry.

[57] Srivastava D.P., Jones K.A., Woolfrey K.M., Burgdorf J., Russell T.A., Kalmbach A., Lee H., Yang C., Bradberry M.M., Wokosin D. (2012). Social, Communication, and cortical structural impairments in Epac2-deficient mice. J. Neurosci..

[58] Srivastava D.P., Woolfrey K.M., Jones K.A., Anderson C.T., Smith K.R., Russell T.A., Lee H., Yasvoina M.V., Wokosin D.L., Ozdinler P.H. (2012). An autism-associated variant of Epac2 reveals a role for Ras/Epac2 signaling in controlling basal dendrite maintenance in mice. PLoS Biol..

[59] Jones K.A., Sumiya M., Woolfrey K.M., Srivastava D.P., Penzes P. (2019). Loss of EPAC2 alters dendritic spine morphology and inhibitory synapse density. Mol. Cell. Neurosci..

[60] DeBoer E.M., Azevedo R., Vega T.A., Brodkin J., Akamatsu W., Okano H., Wagner G.C., Rasin M.-R. (2014). Prenatal deletion of the RNA-binding protein HuD disrupts postnatal cortical circuit maturation and behavior. J. Neurosci. Off. J. Soc. Neurosci..

[61] Bark I.C. (1993). Structure of the chicken gene for SNAP-25 reveals duplicated exons encoding distinct isoforms of the protein. J. Mol. Biol..

[62] Bark I.C., Wilson M.C. (1994). Human CDNA clones encoding two different isoforms of the nerve terminal protein SNAP-25. Gene.

[63] Irfan M., Gopaul K.R., Miry O., Hökfelt T., Stanton P.K., Bark C. (2019). SNAP-25 isoforms differentially regulate synaptic transmission and long-term synaptic plasticity at central synapses. Sci. Rep..

[64] Prescott G.R., Chamberlain L.H. (2011). Regional and developmental brain expression patterns of SNAP25 splice variants. BMC Neurosci..

[65] Sørensen J.B., Nagy G., Varoqueaux F., Nehring R.B., Brose N., Wilson M.C., Neher E. (2003). Differential control of the releasable vesicle pools by SNAP-25 splice variants and SNAP-23. Cell.

[66] Penn A.C., Balik A., Wozny C., Cais O., Greger I.H. (2012). Activity-mediated AMPA receptor remodeling, driven by alternative splicing in the ligand-binding domain. Neuron.

[67] Oliver R.J., Brigman J.L., Bolognani F., Allan A.M., Neisewander J.L., Perrone-Bizzozero N.I. (2018). Neuronal RNA-binding protein HuD regulates addiction-related gene expression and behavior. Genes Brain Behav..

[68] Thompson P.M., Sower A.C., Perrone-Bizzozero N.I. (1998). Altered levels of the synaptosomal associated protein SNAP-25 in schizophrenia. Biol. Psychiatry.

[69] Johansson J.U., Ericsson J., Janson J., Beraki S., Stanić D., Mandic S.A., Wikström M.A., Hökfelt T., Ogren S.O., Rozell B. (2008). An ancient duplication of exon 5 in the Snap25 gene is required for complex neuronal development/function. PLoS Genet..

[70] Barakauskas V.E., Moradian A., Barr A.M., Beasley C.L., Rosoklija G., Mann J.J., Ilievski B., Stankov A., Dwork A.J., Falkai P. (2016). Quantitative mass spectrometry reveals changes in SNAP-25 isoforms in schizophrenia. Schizophr. Res..

[71] Thompson P.M., Cruz D.A., Fucich E.A., Olukotun D.Y., Takahashi M., Itakura M. (2015). SNAP-25a/b Isoform levels in human brain dorsolateral prefrontal cortex and anterior cingulate cortex. Mol. Neuropsychiatry.

[72] Acosta G., Freidman D.P., Grant K.A., Hemby S.E. (2012). Alternative splicing of AMPA subunits in prefrontal cortical fields of cynomolgus monkeys following chronic ethanol self-administration. Front. Psychiatry.

[73] Huang C., Su T., Xue Y., Cheng C., Lay F.D., McKee R.A., Li M., Vashisht A., Wohlschlegel J., Novitch B.G. (2017). Cbx3 maintains lineage specificity during neural differentiation. Genes Dev..

[74] Mathison A., De Assuncao T.M., Dsouza N.R., Williams M., Zimmermann M.T., Urrutia R., Lomberk G. (2020). Discovery, expression, cellular localization, and molecular properties of a novel, alternative spliced HP1γ isoform, lacking the chromoshadow domain. PLoS ONE.

[75] Oshiro H., Hirabayashi Y., Furuta Y., Okabe S., Gotoh Y. (2015). Up-regulation of HP1γ expression during neuronal maturation promotes axonal and dendritic development in mouse embryonic neocortex. Genes Cells.

[76] Mladinov M., Sedmak G., Fuller H.R., Leko M.B., Mayer D., Kirincich J., Štajduhar A., Borovečki F., Hof P.R., Šimić G. (2016). Gene expression profiling of the dorsolateral and medial orbitofrontal cortex in schizophrenia. Transl. Neurosci..

[77] Kim J., Shin J.-Y., Kim J.-I., Seo J.-S., Webster M.J., Lee D., Kim S. (2014). Somatic deletions implicated in functional diversity of brain cells of individuals with schizophrenia and unaffected controls. Sci. Rep..

[78] Akizu N., Silhavy J.L., Rosti R.O., Scott E., Fenstermaker A.G., Schroth J., Zaki M.S., Sanchez H., Gupta N., Kabra M. (2014). Mutations in CSPP1 lead to classical joubert syndrome. Am. J. Hum. Genet..

[79] Shaheen R., Shamseldin H.E., Loucks C.M., Seidahmed M.Z., Ansari S., Khalil M.I., Al-Yacoub N., Davis E.E., Mola N.A., Szymanska K. (2014). Mutations in CSPP1, encoding a core centrosomal protein, cause a range of ciliopathy phenotypes in humans. Am. J. Hum. Genet..

[80] Mansfield K.D., Keene J.D. (2012). Neuron-specific ELAV/Hu proteins suppress HuR mRNA during neuronal differentiation by alternative polyadenylation. Nucleic Acids Res..

[81] Elkon R., Ugalde A.P., Agami R. (2013). Alternative cleavage and polyadenylation: Extent, regulation and function. Nat. Rev. Genet..

[82] Allen M., Bird C., Feng W., Liu G., Li W., Perrone-Bizzozero N.I., Feng Y. (2013). HuD promotes BDNF expression in brain neurons via selective stabilization of the BDNF long 3′ UTR mRNA. PLoS ONE.

[83] Kang J., Park H., Kim E. (2016). IRSp53/BAIAP2 in dendritic spine development, NMDA receptor regulation, and psychiatric disorders. Neuropharmacology.

[84] Miyahara A., Okamura-Oho Y., Miyashita T., Hoshika A., Yamada M. (2003). Genomic structure and alternative splicing of the insulin receptor tyrosine kinase substrate of 53-KDa protein. J. Hum. Genet..

[85] Orozco I.J., Koppensteiner P., Ninan I., Arancio O. (2014). The schizophrenia susceptibility gene DTNBP1 modulates AMPAR synaptic transmission and plasticity in the hippocampus of juvenile DBA/2J mice. Mol. Cell. Neurosci..

[86] Weickert C.S., Straub R.E., McClintock B.W., Matsumoto M., Hashimoto R., Hyde T.M., Herman M.M., Weinberger D.R., Kleinman J.E. (2004). Human dysbindin (DTNBP1) gene expression in normal brain and in schizophrenic prefrontal cortex and midbrain. Arch. Gen. Psychiatry.

[87] Fallgatter A.J., Ehlis A.-C., Herrmann M.J., Hohoff C., Reif A., Freitag C.M., Deckert J. (2010). DTNBP1 (Dysbindin) gene variants modulate prefrontal brain function in schizophrenic patients—Support for the glutamate hypothesis of schizophrenias. Genes Brain Behav..

[88] Fallgatter A.J., Herrmann M.J., Hohoff C., Ehlis A.-C., Jarczok T.A., Freitag C.M., Deckert J. (2006). DTNBP1 (Dysbindin) gene variants modulate prefrontal brain function in healthy individuals. Neuropsychopharmacology.

[89] Hakak Y., Walker J.R., Li C., Wong W.H., Davis K.L., Buxbaum J.D., Haroutunian V., Fienberg A.A. (2001). Genome-wide expression analysis reveals dysregulation of myelination-related genes in chronic schizophrenia. Proc. Natl. Acad. Sci. USA.

[90] Morava É., Tiemes V., Thiel C., Seta N., De Lonlay P., De Klerk H., Mulder M., Rubio-Gozalbo M., Visser G., van Hasselt P. (2016). ALG6-CDG: A recognizable phenotype with epilepsy, proximal muscle weakness, ataxia and behavioral and limb anomalies. J. Inherit. Metab. Dis..

[91] Freeze H.H., Eklund E.A., Ng B.G., Patterson M.C. (2012). Neurology of inherited glycosylation disorders. Lancet Neurol..

[92] Sarkar S.A., Sharma R.P. (2002). Modulation of C-myc, max, and mad gene expression during neural differentiation of embryonic stem cells by all-trans-retinoic acid. Gene Expr..

[93] Wang X., Sun W., Yang Y., Jia J., Li C. (2012). A clinical and gene analysis of late-onset combined methylmalonic aciduria and homocystinuria, CblC type, in China. J. Neurol. Sci..

[94] Tian B., Pan Z., Lee J.Y. (2007). Widespread mRNA polyadenylation events in introns indicate dynamic interplay between polyadenylation and splicing. Genome Res..

[95] Herrmann C.J., Schmidt R., Kanitz A., Artimo P., Gruber A.J., Zavolan M. (2020). PolyASite 2.0: A consolidated atlas of polyadenylation sites from 3′ end sequencing. Nucleic Acids Res..

[96] Schaum N., Karkanias J., Neff N.F., May A.P., Quake S.R., Wyss-Coray T., Darmani S. (2018). The tabula muris consortium., overall coordination. single-cell transcriptomics of 20 mouse organs creates a tabula muris. Nature.

[97] Akamatsu W., Fujihara H., Mitsuhashi T., Yano M., Shibata S., Hayakawa Y., Okano H.J., Sakakibara S.-I., Takano H., Takano T. (2005). The RNA-binding protein HuD regulates neuronal cell identity and maturation. Proc. Natl. Acad. Sci. USA.

[98] Tanner D.C., Qiu S., Bolognani F., Partridge L.D., Weeber E.J., Perrone-Bizzozero N.I. (2008). Alterations in mossy fiber physiology and GAP-43 expression and function in transgenic mice overexpressing HuD. Hippocampus.

[99] Wingett S.W., Andrews S. (2018). FastQC: A Quality Control Tool for High Throughput Sequence Data; [version 2; referees: 4 approved] F1000. Research.

[100] Martin M. (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet.J..

[101] Bolger A.M., Lohse M., Usadel B. (2014). Trimmomatic: A flexible trimmer for illumina sequence data. Bioinforma. Oxf. Engl..

[102] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: Ultrafast universal RNA-seq aligner. Bioinformatics.

[103] Ewels P., Magnusson M., Lundin S., Käller M. (2016). MultiQC: Summarize Analysis results for multiple tools and samples in a single report. Bioinformatics.

[104] Shen S., Park J.W., Lu Z., Lin L., Henry M.D., Wu Y.N., Zhou Q., Xing Y. (2014). RMATS: Robust and flexible detection of differential alternative splicing from replicate RNA-seq data. Proc. Natl. Acad. Sci. USA.

[105] Veiga D.F.T. (2021). Maser: Mapping Alternative Splicing Events to pRoteins, R Package Version 1.8.0. https://github.com/DiogoVeiga/maser.

[106] Thorvaldsdóttir H., Robinson J.T., Mesirov J.P. (2012). Integrative genomics viewer (IGV): High-performance genomics data visualization and exploration. Brief. Bioinform..

[107] Robinson J.T., Thorvaldsdóttir H., Winckler W., Guttman M., Lander E.S., Getz G., Mesirov J.P. (2011). Integrative Genomics viewer. Nat. Biotechnol..

[108] Quinlan A.R., Hall I.M. (2010). BEDTools: A flexible suite of utilities for comparing genomic features. Bioinformatics.

[109] Karolchik D., Hinrichs A.S., Furey T.S., Roskin K.M., Sugnet C.W., Haussler D., Kent W.J. (2004). The UCSC table browser data retrieval tool. Nucleic Acids Res..

[110] Krämer A., Green J., Pollard J., Tugendreich S. (2014). Causal analysis approaches in ingenuity pathway analysis. Bioinformatics.

# Supplementary material for: The RNA-Binding Protein HuD Regulates Alternative Splicing and Alternative Polyadenylation in the Mouse Neocortex
**Source:** Molecules. 2021 May 11;26(10):2836. doi: 10.3390/molecules26102836
**Supplement:** Supplementary file 1

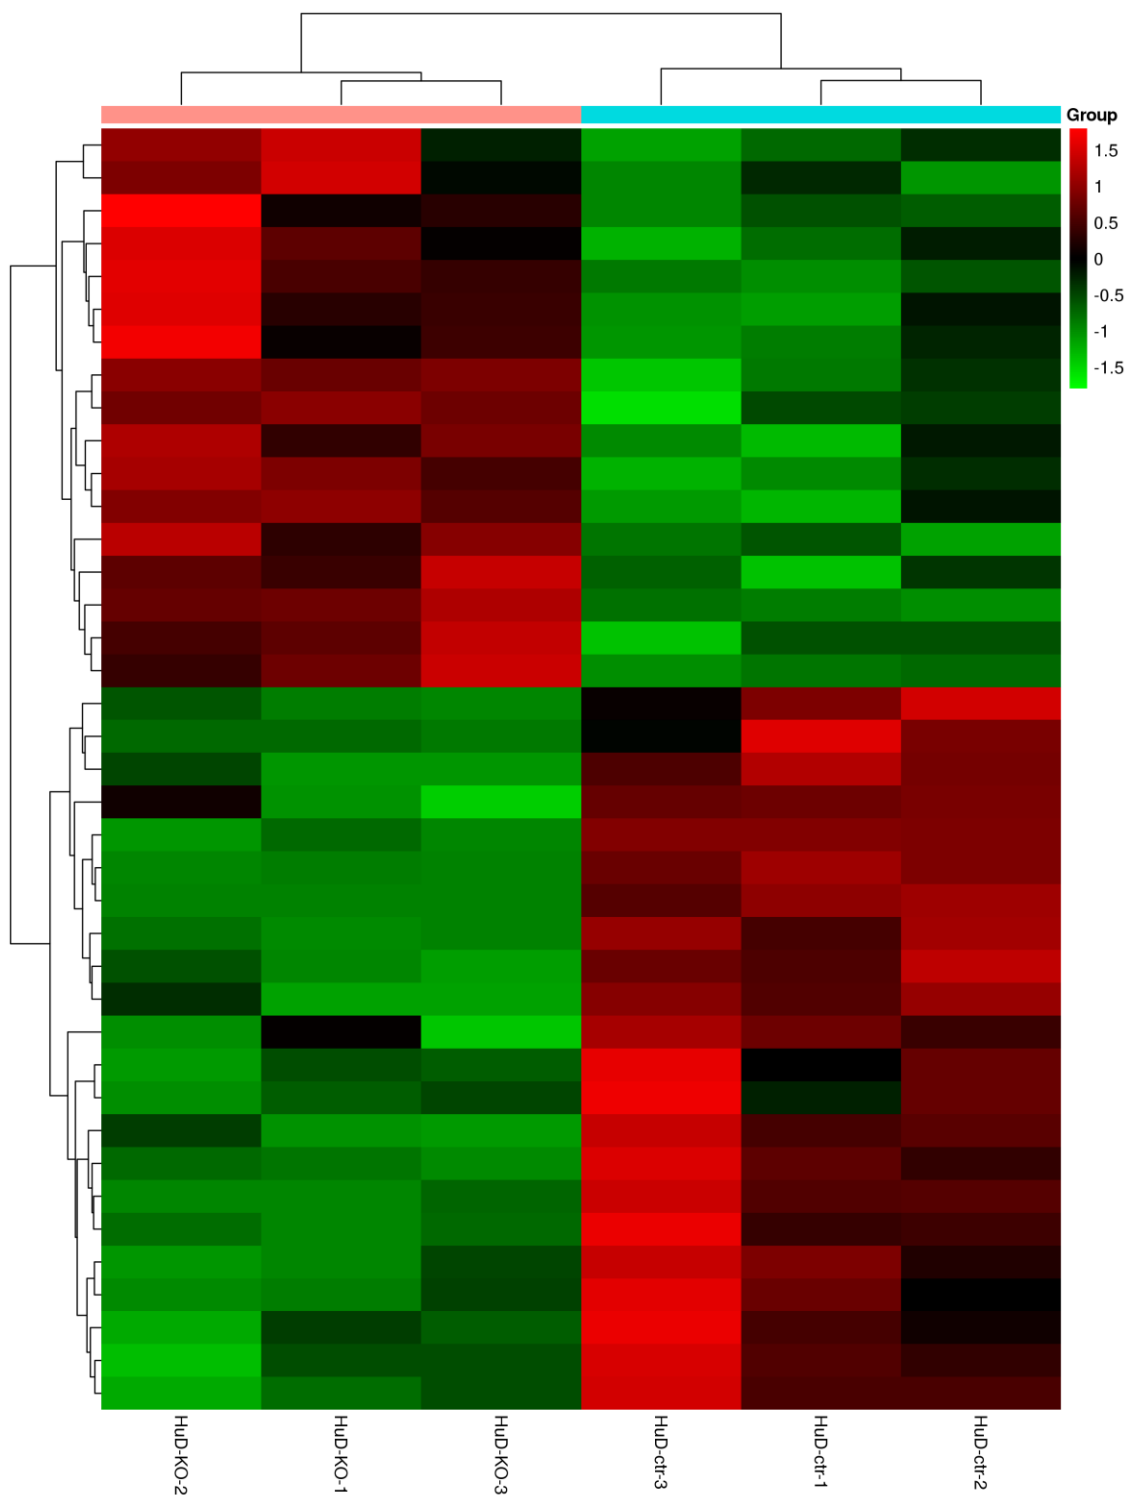

Figure S1. Unsupervised hierarchical clustering analysis of differentially expressed mRNAs in the neocortex of HuD KO and control mice. The heatmap was obtained using genes that were significantly differentially expressed. Each row represents a gene and each column represents a sample. The color scale represents the relative expression level (log2 scaled FPKM), red indicates higher values, and green indicates lower values.

How the deposited data were processed for this re-analysis (not part of the article)

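RNA-seq of the cortices of 3 control and 3 HuD KO male mice was analysed from the FPKM tables of the study, 1 with all 6 libraries and 1 without HuD KO replicate 2. By the paper's methods, reads were checked with FastQC 0.11.5, trimmed with cutadapt and Trimmomatic and aligned to mm10 with STAR 2.7.3a. The program that turned aligned reads into FPKM is not given in the sources used here. Values were checked to be linear FPKM, equal in both tables for the 5 shared libraries, and every one of the 13299 genes had a mean of at least 0.5 FPKM in 1 genotype. Each table also holds 1 line of sums, which names no gene and was left out. The tables carry the authors' own comparison as well, with a p and a q per gene. The log2 fold changes in the tables, as deposited, were computed by the authors as the HuD KO mean minus the control mean of log2(FPKM + 1) over all 6 libraries, which was checked for all 13299 genes in both tables. The ratio values, given as fold changes in the tables as deposited, were computed by the authors as powers of 2 of those log2 fold changes. Depth per library is unknown, since no counts are given, and the totals of FPKM, 216700 to 227400 per library, are not depths.

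Genes with a mean of at least 0.5 FPKM over the libraries compared were tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend), with HuD KO against control as the only term. This gave 13121 genes over 5 libraries and 13114 over 6. P-values were adjusted by the Benjamini-Hochberg method and called at 0.05. Exact permutation tests were run on log2(FPKM + 1) with SciPy 1.17.1 in Python 3.11.15, with NumPy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. The 31 lists of gene groups and cell type markers were tested with limma's camera at a preset correlation of 0.01, and again with an estimated correlation, wherever at least 3 members were tested. The genes of Tables S1–S5, S6 and S8 were matched by symbol. Of 285 spliced genes 278 were found, of 738 HuD targets 726 (24 under an older symbol), and of 52 polyadenylated genes 52. Genes within 10 megabases of *Elavl4* on chromosome 4 were compared with the rest of the genome by Fisher's exact test. Sample groups, comparisons, thresholds, gene lists and alternatives were chosen before the data were examined, though the paper's tables, Table S7 included, had been read by then.

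The genes named are the Hu genes, those named in the paper's results, and the 12 largest rises and 12 largest falls at an adjusted p under 0.05 whose groups do not overlap. Where fewer passed, genes with a mean of at least 1 FPKM and the smallest unadjusted p were added, and up to 4 members of each list were named by smallest p. *Drd2*, *Ttr*, *Pmch* and other genes used to describe single libraries were named after their values were seen. The alternatives were all 6 libraries, a pseudocount of 0.1, no filter or a mean of at least 2 FPKM, median scaling, quantile normalization, variances without a trend or without moderation, the replicate number as a term, and leaving out each library. For the genes near *Elavl4*, windows of 5 and 20 megabases were also used. After seeing the data, a removal of the trend on GC content (loess, span 0.3) and a comparison of linear FPKM with unequal variances per gene were added. The replicate numbers were not treated as pairs, since correlations of deviations between libraries of one number were -0.12, 0.18 and 0.04. On simulated data with known changes in 200 genes, limma over 6 libraries passed 8.8% of genes changed by 0.5 on the log2 scale and 86.4% of those changed by 1 (13114 genes), with 5.32% of calls false. Over 5 libraries 6.55% of calls were false, and 98% of genes changed by 2 passed (13121 genes). The changed genes all lay above a floor of expression, and the noise was independent between genes. With 200 changed genes the adjusted threshold is easier to pass than in the real data, where 6 genes passed over 5 libraries. These shares are therefore not the power of the test in the real data. The splicing and polyadenylation measurements themselves were not analysed here.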

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

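In this part, the tests on the genes near *Elavl4*, the GC trend as the whole of a difference and the mislabelling test were chosen after the results they bear on were seen. The paper does not discuss the following genes, which passed the test over 5 libraries. *Cacna2d1*, for a calcium channel subunit, had a log2 fold change of -1.38, and *Ube2v1*, for a ubiquitin-conjugating enzyme variant, had 1.85. The FPKM of *Ube2v1* and of the overlapping *Gm20431* summed to a mean of 36.0 in HuD KOs and 41.6 in controls, and these values do not separate a change in transcription from a change in how reads were assigned between the models. *Cbfa2t2*, for a corepressor, had 1.52 and *Arl5b*, for a small GTPase, had 1.49, with HuD KO replicate 2 at control levels for both. Meningeal fibroblast markers, among them *Slc22a6*, *Aebp1*, *Col1a1* and *Gjb2*, had a median log2 fold change of -0.41 and did not pass with an estimated correlation (adjusted p = 0.653). For the count of genes passing over all 6 libraries, the 10 splits into 3 and 3 are too few for a share under 0.05, and the real split gave 4, which 1 split reached with the real one counted, beside 3 for the highest other. At an unadjusted p under 0.05 the real split gave 457 genes, 4 splits gave at least as many with the real one counted, and the highest other gave 688. For the gene lists passing in camera the real split gave 10, which 2 splits reached with the real one counted, and the highest other gave 12, again with too few splits for a share under 0.05.

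HuD KO replicate 2 stood apart, with mitochondrially encoded mRNAs at 4.89% of its FPKM, *mt-Nd1* at 943 FPKM, and a root mean square log2 distance of 0.468, averaged over the 5 other libraries. With the mitochondrially encoded mRNAs taken out and FPKM rescaled to the rest, the distance was 0.483, against 0.457 for the next library. These 13 mRNAs are few among the 13114 genes, so leaving them out could lower the distance only little. This test therefore does not decide whether their low share belongs to a wider cause. The *Elavl4* level of 1.07 FPKM in HuD KO replicate 2, below the 1.7 of HuD KO replicate 1, argues against a control under a wrong label. With the GC trend of each library removed, the distance was 0.412, below the 0.422 of control replicate 3, so the GC content of fragments may account for part of the separation. Control replicates 1 and 2 and HuD KO replicates 1 and 3 then reached at most 0.325. The trend removed here thus did not account for all of the separation. It used the GC content of 1 transcript per gene, not of fragments, so a remaining effect of GC content is not excluded. RNA quality and dissection were not tested, and no condition in the design gives a biological explanation for 1 HuD KO library.

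Within 10 megabases of *Elavl4*, 11 of 128 genes (8.59%) were at an unadjusted p under 0.05 over 5 libraries, against 3.37% elsewhere (odds ratio 2.69, 95% interval 1.3 to 5.05, two-sided Fisher's exact p = 0.00446), among them *Rab3b* (log2 fold change -0.63), for a synaptic vesicle GTPase, and *Ssbp3* (0.65). None passed an adjusted p, and genes near Elavl4 at unadjusted p 0.05 were not in excess at p under 0.05 over 6 libraries (7 genes, odds ratio 1.63, p = 0.215), without control replicate 2 (7, 1.07, p = 0.839), control replicate 3 (11, 1.44, p = 0.263), HuD KO replicate 1 (6, 2.28, p = 0.0563, so the ratio stayed close to the one above) or HuD KO replicate 3 (5, 1.64, p = 0.244, all by Fisher's exact test), while 5 megabases gave 9 of 47 genes (p = 2.55e-05; over 6 libraries 5 of 46, p = 0.0211). In HuD KO replicate 2, 7 of the 11 genes lay on the side of the other HuD KOs (63.6%), against 68% of such genes elsewhere (one-sided Fisher's exact p = 0.744), so chance in these 5 libraries stays open. *Ssbp3* was below all controls in that library, at 8.45 FPKM, and its log2 fold change over 6 libraries was 0.32, beside -0.62 for *Rab3b*. Of windows of the same size elsewhere, 0.77% had as high a share, which restates that share, so chance cannot be told apart here from DNA of the strain in which the allele was made, still linked to *Elavl4*, or from an effect of the allele on its neighbours. Table S7, which names genes near *Elavl4*, was read before this comparison was set up.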

How the results depend on the processing

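Alternatives on GC content were chosen after seeing the data, and where no cause is named below the cause was not tested. *Elavl4* fell under all alternatives, with a log2 fold change of -3.67 to -3.54 when 1 library was left out, and lost its call only without moderation of the variances (-3.61, adjusted p = 0.457, from 2 or 3 libraries per gene variance). The number of genes passing was 2 with a pseudocount of 0.1, 0 without moderation (540 at an unadjusted p under 0.05), 3 with the replicate number as a term over 5 or over 6 libraries, and 2 to 11 when 1 library was left out (281 to 816 at an unadjusted p). Over 6 libraries it was 1 without moderation and 2 to 7 with 1 library left out. Without moderation 0 spliced genes passed (15 at an unadjusted p), and 0 polyadenylated genes passed under any alternative. The median of the HuD targets was -0.069 over all libraries, with or without the replicate number as a term (past the threshold in camera both times, but p = 0.366 and 0.27 with an estimated correlation), 0.0017 with the GC trend removed, and -0.036 to 0.0016 (HuD target list log2 fold change) with 1 library left out, above 0 without control replicate 3. The number of gene lists passing was 7 to 17 with 1 library left out. By Fisher's exact test, genes near Elavl4 at unadjusted p 0.05 numbered 15 within 20 megabases (p = 0.0535, but 16 and p = 0.0235 over 6 libraries), 7 over 6 libraries (p = 0.215), 7 at a mean of at least 2 FPKM (p = 0.0872), 5 and 7 with the replicate number as a term over 5 and 6 libraries (p = 0.808 and 0.675), 9 with the GC trend removed over 6 libraries (p = 0.108) and 5 to 11 with 1 library left out. The mean correlation of HuD KO replicate 2 with the others was 0.946 with a pseudocount of 0.1, 0.939 at a mean of at least 2 FPKM and 0.965 with the GC trend removed. Of 172 named genes under 17 alternatives, 2609 values kept their direction and side of the threshold or moved less than the replicate spread, 243 moved further, 39 lost the call, 4 gained one, and no called gene reversed. Only 5 called genes, *Elavl4* aside, could lose a call, so the 39 losses all fell on these 5. With variances without a trend 4 genes passed, and *Cacna2d1* and *Ube2v1* did not. Of 2811 values of genes without a call, 108 changed sign. FPKM without counts and 2 HuD KO libraries limit the smallest change that can be called.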

Differences from the paper's values

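The paper's tables give log2 fold changes that differ from those over 5 libraries for 5 of the genes it names, where values count as different if their signs differ or the gap exceeds the SD between replicates. The other differences, *Cspp1*, *Alg6* and *Elavl4* among them, are smaller than that SD. For *Snap25* the paper's value is -0.012 and the value here 0.047, which differ in sign only, and of the alternatives set before the data were examined, all 6 libraries, the replicate number as a term over 6 libraries, and leaving out control replicate 3 or HuD KO replicate 3 give a value of the paper's sign (without control replicate 3 it is -0.16, farther from the paper's value), while the others do not. For *Gria2* the paper's value is -0.21 and the value here -0.0074, for *Dtnbp1* the paper's value is 0.34 and the value here 0.17, for *Max* the paper's value is 0.21 and the value here -0.056, and for *Mmachc* the paper's value is -0.21 and the value here -0.0073. For these 4 genes only all 6 libraries, with or without the replicate number as a term, give a value that does not differ, and the other alternatives do not. Over all 6 libraries the values here are -0.012 for *Snap25*, -0.21 for *Gria2*, 0.34 for *Dtnbp1*, 0.21 for *Max* and -0.21 for *Mmachc*. For *Elavl4* the paper's value of -3.72 is also the value here over all 6 libraries. The same holds for *Ap4e1*, *Rapgef4*, *Cbx3*, *Cspp1*, *Baiap2* and *Alg6*. For every gene compared here, the paper's log2 fold change is thus the one over all 6 libraries.

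The paper's Table S7 lists 438 genes, and its text states 432, at an unadjusted p under 0.05, against 450 here in limma. All 438 log2 fold changes in that table are the values over all 6 libraries (within 0.001), while 435 of its p-values are those of linear FPKM with unequal variances over 5 libraries (within 1%). That comparison was chosen here after seeing the values, gives 438 genes and drops 0 of the table's own. Of the 438, 46 have another sign over the 5 libraries, and 167 have a fold change under 1 beside a log2 fold change above 0. The library columns of that table, headed as log2 values, hold linear FPKM in 433 lines, up to 1358. In limma over 5 libraries, 198 of the 433 genes that were tested are at an unadjusted p under 0.05, and 5 pass an adjusted p. By the paper's own q, 1 gene of that table is under 0.05. All 438 q-values are those over all 6 libraries (within 0.1%), so this count is not for the same libraries as the 5 genes above.

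The paper states that the splicing differences did not alter the overall expression of the genes concerned, and it reports the fall of *Elavl4* separately. Of the spliced genes other than *Elavl4* none passed in limma here (11 with *Elavl4* at an unadjusted p under 0.05), while 10 genes of the list, *Elavl4* among them, are also in Table S7. The paper states that levels of mRNAs with alternative polyadenylation did not change, and here 0 of 52 passed in limma, with 3 at an unadjusted p under 0.05, while 3 genes of the list are in Table S7.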

Other observations

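In this part, the GC test on control replicate 3 and the choice of hypothalamic markers followed a look at the libraries. HuD targets, the mRNAs that the paper compiles from binding studies in other samples, were not shifted as a group over 5 libraries (724 tested, median log2 fold change -0.02, camera p = 0.779 with a direction opposite to the median, and p = 0.872 with an estimated correlation). *Cbfa2t2* passed over all genes, and 6 targets passed when adjusted over the list alone, with *Aasdhppt*, *Ldb2*, *Tcf4*, *Zbtb18* and *Cbfa2t2* higher and *Agpat1* lower in HuD KOs. Among the 13121 genes tested, 450 were at an unadjusted p under 0.05, fewer than the 656 that would pass by chance. Of the 724 targets 29 were, 19 higher and 10 lower, where 36.2 would pass by chance, so they were not short of such genes. Over all 6 libraries the median was -0.07 (camera p = 0.00661, and p = 0.366 with an estimated correlation), and no target passed over the list alone in limma, with 18 at an unadjusted p under 0.05. Among 22 mRNAs known as HuD ligands the median was 0.01 (adjusted p = 0.91 in camera), with 0.91 for *Nrn1*, for neuritin, -0.58 for *Ache*, for acetylcholinesterase, -0.13 for *Gap43*, for a growth cone protein, and 0.08 for the neurotrophin gene *Bdnf*. The Hu family had a median of 0.11 and a camera direction opposite to it (adjusted p = 0.738), with *Elavl4* the 1 member lower.

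RNA processing genes did not shift as groups. Neuronal splicing factors had a median of -0.02 (adjusted p = 0.738 in camera), with 0.55 for *Ptbp1*, for a repressor of neuronal exons, and -0.23 for *Hnrnpa1*, and cleavage and polyadenylation factors had -0.02 (adjusted p = 0.91), with 0.15 for the poly(A)-binding protein gene *Pabpc1*. Glutamate receptors had a median of 0.02 (adjusted p = 0.274), with 0.44 for the kainate receptor gene *Grik3*, and genes of GABA signalling had -0.0018 (adjusted p = 0.91), with -0.50 for *Gabra2*, though over 6 libraries this list passed (median -0.09, adjusted p = 0.0492, and adjusted p = 0.629 with an estimated correlation). Genes of synaptic vesicle release had -0.01 and voltage-gated calcium channel subunits 0.06, with *Cacna2d1* the member that passed over all genes and over the list alone (adjusted p of both lists 0.91). Upper layer neuron markers had 0.05 (adjusted p = 0.91), with -0.49 for the netrin receptor gene *Unc5d* and 0.31 for *Kcnip2*, and interneuron markers had -0.05 (adjusted p = 0.91), with -0.37 for *Lhx6*. Oligodendrocyte precursor markers had -0.11 (adjusted p = 0.738), ependymal markers -0.06 and thalamic neuron markers 0.02 (both adjusted p = 0.91), choroid plexus markers 0.01 (adjusted p = 0.55) and striatal neuron markers 0.36 with 13 of 13 higher (adjusted p = 0.0612). Ribosomal protein mRNAs had -0.04 (adjusted p = 0.151) and nuclear respiratory chain subunits -0.02 (adjusted p = 0.738). The Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were expressed in all 6 libraries of these male mice, with a median of -0.06 (adjusted p = 0.81).

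Control replicate 3 stood apart, with a root mean square log2 distance of 0.437, averaged over the 5 other libraries. With the GC trend removed it was 0.422, against at most 0.325 in control replicates 1 and 2 and HuD KO replicates 1 and 3. This argues against that trend as the cause, though a remaining effect of GC content is not excluded. Of 16 hypothalamic neuron markers listed, 3 of them chosen after their values were seen (*Pmch*, *Avp* and *Oxt*, at 127, 77.9 and 31.1 FPKM), 9 of the other 13 were in the tables, with a median log2 deviation of 1.67 in this library, but the minimum for listing a gene selects markers that are high in some library, so this value does not decide. 2 further tests were chosen after seeing the data, and they differ. With the 4 unlisted markers at 0, the median over 13 was 1.34 and 9 of 13 were higher, short of the share set beforehand. The other kept the 3 markers that would be listed without this library and met both conditions. These were *Trh* (20.7 FPKM), *Pomc* (4.28) and *Tbx3* (0.605, within the range of the other libraries), with a median log2 deviation of 1.61. Among the rest, the neuropeptide genes *Hcrt* and *Gal* were at 21.5 and 5.82 FPKM, so tissue of the hypothalamus in this dissection is a candidate explanation that these tests leave open. Its striatal markers were at 1.27 and its upper layer markers at -0.62, and individual variation was not tested.

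For the alternatively spliced genes, the real split of the 6 libraries gave 13 at an unadjusted p under 0.05, 3 of 10 splits gave at least as many with the real one counted, and the highest other gave 18. For the alternatively polyadenylated genes such as *Baiap2*, the real split gave 2, 5 splits gave at least as many, and the highest other gave 4. In both cases 10 splits are too few for a share under 0.05. In the authors' comparison, 448 genes are at p under 0.05 and 1 is at q under 0.05, *Gm20431* with q = 0.0345, and *Elavl4* has q = 0.0902, which are the authors' values.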
